# ASH1-catalyzed H3K36 methylation drives gene repression and marks H3K27me2/3-competent chromatin

**DOI:** 10.7554/eLife.41497

**Published:** 2018-11-23

**Authors:** Vincent T Bicocca, Tereza Ormsby, Keyur K Adhvaryu, Shinji Honda, Eric U Selker

**Keywords:** H3K36 methylation, H3K27 methylation, heterochromatin, Set2, transcription, gene silencing, *N. crassa*

## Abstract

Methylation of histone H3 at lysine 36 (H3K36me), a widely-distributed chromatin mark, largely results from association of the lysine methyltransferase (KMT) SET-2 with RNA polymerase II (RNAPII), but most eukaryotes also have additional H3K36me KMTs that act independently of RNAPII. These include the orthologs of ASH1, which are conserved in animals, plants, and fungi but whose function and control are poorly understood. We found that *Neurospora crassa* has just two H3K36 KMTs, ASH1 and SET-2, and were able to explore the function and distribution of each enzyme independently. While H3K36me deposited by SET-2 marks active genes, inactive genes are modified by ASH1 and its activity is critical for their repression. ASH1-marked chromatin can be further modified by methylation of H3K27, and ASH1 catalytic activity modulates the accumulation of H3K27me2/3 both positively and negatively. These findings provide new insight into ASH1 function, H3K27me2/3 establishment, and repression in facultative heterochromatin.

## eLife digest

Not all genes in a cell’s DNA are active all the time. There are several ways to control this activity. One is by altering how the DNA is packaged into cells. DNA strands are wrapped around proteins called histones to form nucleosomes. Nucleosomes can then be packed together tightly, to restrict access to the DNA at genes that are not active, or loosely to allow access to the DNA of active genes.

Chemical marks, such as methyl groups, can be attached to particular sites on histones to influence how they pack together. One important site for such marks is known as position 36 on histone H3, or H3K36 for short. Correctly adding methyl groups to this site is critical for normal development, and when this process goes wrong it can lead to diseases like cancer. An enzyme called SET-2 oversees the methylation of H3K36 in fungi, plants and animals. However, many species have several other enzymes that can also add methyl groups to H3K36, and their roles are less clear.

A type of fungus called *Neurospora crassa* contains just two enzymes that can add methyl groups to H3K36: SET-2, and another enzyme called ASH1. By performing experiments that inactivated SET-2 and ASH1 in this fungus, Bicocca et al. found that each enzyme works on a different set of genes. Genes in regions marked by SET-2 were accessible for the cell to use, while genes marked by ASH1 were inaccessible. ASH1 also affects whether a methyl group is added to another site on histone H3. This mark is important for controlling the activity of genes that are critical for development.

ASH1 is found in many other organisms, including humans. The results presented by Bicocca et al. could therefore be built upon to understand the more complicated systems for regulating H3K36 methylation in other species. From there, we can investigate how to intervene when things go wrong during developmental disorders and cancer.

## Introduction

Methylation of histone H3 at lysine 36 (H3K36me) is largely associated with euchromatic regions of eukaryotic genomes (Ho et al., 2014). It serves as a link to transcription, as a H3K36 lysine methyltransferase (KMT; for example, yeast Set2) is directly associated with RNA polymerase II (RNAPII) elongation, and the mark is enriched along actively transcribed genes (Kizer et al., 2005; Li et al., 2003; Morris et al., 2005). As a result, H3K36me is commonly cited as an indicator of ‘active’ chromatin and is thought to exist in an antagonistic relationship with heterochromatin (Gaydos et al., 2012). Cohabitation of H3K36me3 with either H3K27me2/3 or H3K9me2/3 on the same histone tail is rare (Jamieson et al., 2016; Voigt et al., 2012; Young et al., 2009), and deposition of one mark can inhibit deposition of the second (Schmitges et al., 2011; Voigt et al., 2012; Yuan et al., 2011). Paradoxically, studies of H3K36me have shown that this modification can recruit chromatin remodelers and modifiers that organize and deacetylate nucleosomes, stabilize histones by inhibiting exchange, and restrict access to DNA – effectively conferring features of heterochromatin (Carrozza et al., 2005; Fazzio et al., 2001; Lee et al., 2013; Li et al., 2007a; Smolle et al., 2012). In metazoans, these seemingly dissonant functions are resolved by a division of labor within the H3K36me pathway that: 1) links conversion of H3K36me2 to –me3 with transcription elongation by physically tethering the Set2-ortholog to RNAPII, and 2) employs specialized RNAPII-independent KMTs to catalyze H3K36me1/2. The consequence is a complex and poorly understood regulatory network controlling access to and modification of the H3K36 substrate. Though much has been learned about H3K36me3 as a signal, there is little mechanistic understanding of how the RNAPII-independent KMTs are targeted and how their products function.

The complexity and significance of the H3K36me regulatory pathway is illustrated both in the range of fundamental genomic processes it underlies (e.g. transcription initiation and repression, alternative splicing, and DNA replication, recombination and repair) (Wagner and Carpenter, 2012), and the frequency with which it is disturbed during oncogenesis. The direct or indirect disruption of H3K36me by mutation of histone H3 genes defines distinct subtypes of pediatric chondroblastoma (H3.3K36M) and glioblastoma (H3.3G34R/V) (Fang et al., 2016; Lu et al., 2016; Schwartzentruber et al., 2012). In addition, recurrent mutation or overexpression of genes that methylate (Ash1L, Nsd1/2/3, and Setd2) or demethylate (Kdm2b and Kdm4a) H3K36 have been implicated as drivers of malignant transformation (Black et al., 2013; He et al., 2011; Jaju et al., 2001; Kovac et al., 2015; Liu et al., 2012; Mar et al., 2014; Cancer Genome Atlas Network, 2015). The prevalence of aberrant H3K36me regulation in cancer underscores the value of identifying therapeutic options for targeting this pathway. Unfortunately, the complexity and essential nature of the H3K36me pathway in higher organisms has restricted lines of inquiry and has left fundamental aspects of its function largely unexplored. Instead, much of the functional characterization of H3K36me has been performed in the yeasts *S. cerevisiae* and *S. pombe*, where H3K36me is nonessential and performed by a single RNAPII-associated KMT (Strahl et al., 2002). The simplicity of the H3K36me pathway in yeasts has proven valuable but has limited our understanding of the situation in eukaryotes that possess RNAPII-independent H3K36 KMTs, including filamentous fungi, plants, and animals (Janevska et al., 2018; Schuettengruber et al., 2017).

We present the filamentous fungus *Neurospora crassa* as an experimental bridge between yeasts and higher organisms, and use it to address unresolved questions concerning H3K36me. As in *S. cerevisiae* and *S. pombe*, H3K36me is not essential in *N. crassa* but unlike the case in the yeasts, we found that H3K36 methylation results from a division of labor between the RNAPII-associated SET-2 enzyme which can catalyze mono-, di-, and tri-methylation (Adhvaryu et al., 2005) and ASH1 (NCU01932). Notably, like higher organisms, Neurospora possesses both facultative heterochromatin – characterized by Polycomb Repressive Complex 2 (PRC2)-catalyzed H3K27me2/3 (Jamieson et al., 2013) – and constitutive heterochromatin – characterized by H3K9me3, HP1, DNA methylation and HDAC recruitment (Freitag et al., 2004; Tamaru and Selker, 2001; Tamaru et al., 2003). Both of these forms of heterochromatin are nonessential in Neurospora, facilitating studies of their interplay in vivo (Jamieson et al., 2016). The study presented here reveals a novel function for ASH1 and elucidates relationships between H3K36me, RNAPII, and facultative heterochromatin.

## Results

### ASH1 and SET-2 differentiate poorly- and robustly-transcribed genes

Our examination of the H3K36me pathway in Neurospora began with analyses of *set-2* and *ash1* mutant strains. In preliminary work, we found that, unlike *set-2*, which is dispensable for viability, *ash1* appears to be essential, as evidenced by the inability to generate a pure Δ*ash1* strain (Colot et al., 2006). Nevertheless, we found that we could build an *ash1* strain that should be catalytically inactive by mutation of Y888, which is required for coordinating the target lysine in SET protein superfamily members (Figure 1A,B) (Dillon et al., 2005). Strains harboring the *ash1*(Y888F) mutation displayed severely compromised growth but only minor reductions in global H3K36me2 and –me3 (Figure 1C,D,E). Δ*set-2* strains showed a dramatic loss of H3K36me2 but only minor impairment of growth (Figure 1C,D,E). We found that deletion of the ‘Set2 Rpb1 Interacting’ (SRI) domain of SET-2, which should decouple the enzyme from RNAPII (Youdell et al., 2008), resulted in a loss of H3K36me3 comparable to that seen with a *set-2* deletion, suggesting that RNAPII-associated SET-2 is responsible for nearly all H3K36me3 (Figure 1G). Weak H3K36me3 signals remain in each of these backgrounds, raising the possibility that ASH1 is responsible for some H3K36me3. Consistent with this possibility, *set-2; ash1*(Y888F) double mutants showed additive loss of the H3K36me2 observed in the single mutants and loss of the residual H3K36me3 signal (Figure 1E,F,G). This suggested ASH1 has weak H3K36me3 catalytic activity in vivo – a surprise given the in vitro activity of its orthologs (An et al., 2011; Yuan et al., 2011) and that the protein has a tyrosine at amino acid position 886 (Figure 1B), the predicted site of the ‘Y/F-switch,’ which is characteristic of SET domains in mono/di-KMTs (Collins et al., 2005).

**Figure 1.**
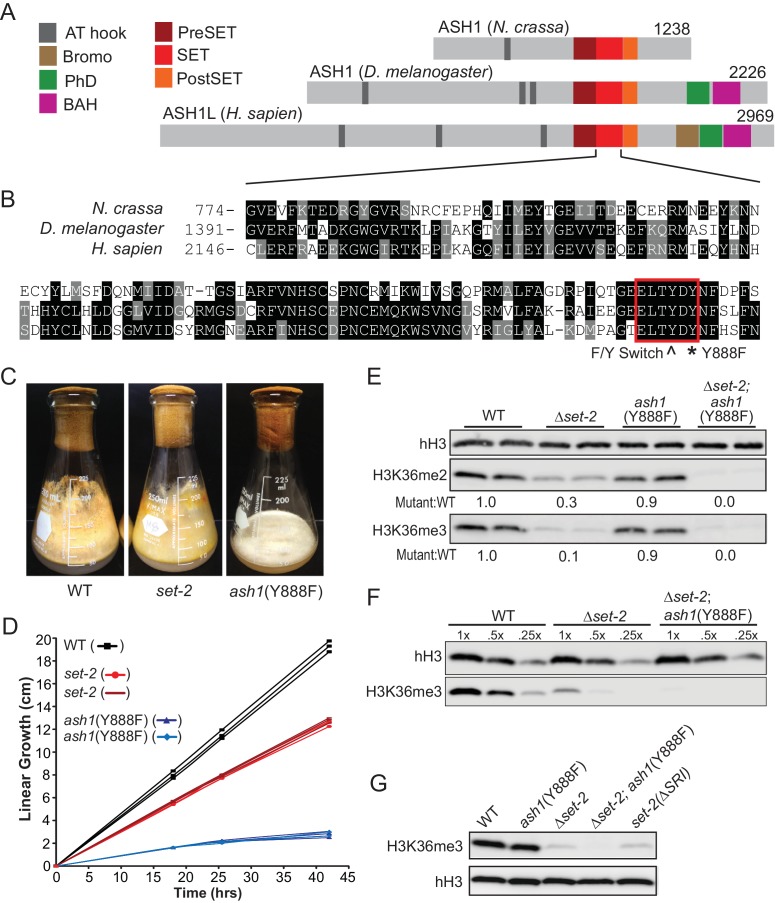
H3K36 KMT activity in *Neurospora crassa.* (**A**) Schematic of ASH1-orthologs in *Neurospora crassa*, *Drosophila melanogaster*, and *Homo sapiens*. (**B**) Multiple sequence alignment of the SET domain of ASH1 orthologs. Highlighted: F/Y Switch and Y888. (**C**) Culture flasks demonstrating growth phenotypes of Δ*set-2* and *ash1*(Y888F) strains compared to WT. (**D**) Linear growth rates of Δ*set-2, ash1*(Y888F), and WT. Biological replicates of the mutant strains were measured in triplicate. (**E**) Immunoblot analysis of H3K36me2 and H3K36me3 in WT, Δ*set-2*, *ash1*(Y888F), and Δ*set-2; ash1*(Y888F) backgrounds. Sibling replicates are included for each genotype. H3K36me signals were normalized to hH3 levels and compared to WT. (**F**) Immunoblot analysis of bulk H3K36me3 level in serial diluted extracts of WT, Δ*set-2*, and Δ*set-2; ash1*(Y888F) strains. (**G**) Immunoblot analysis of H3K36me3 levels in the *set-2* (ΔSRI) background.

As a step to identify the functions of *ash1* and *set-2*, we investigated the distribution of their activities across the genome. 

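ASH1-catalyzed H3K36me2 was mapped by ChIP-seq in a Δ*set-2* strain, which lacks the other H3K36 methyltransferase. The values analysed here are the authors' lists of 1970 ASH1-marked and 7760 ASH1-unmarked genes, from 1 ChIP-seq sample. The authors mapped reads to the corrected OR74A genome (assembly NC12) with Bowtie2, averaged coverage with deepTools, and defined a gene as ASH1-marked where its mean H3K36me2 lay above the level across the centromeres (Figure 2—figure supplement 1C). Each gene in the lists has a linkage group (LG), a span, a strand and a score of 0, so a gene is only marked or unmarked, with no signal, no depth and no replicate error. The 9730 locus tags of the lists were looked up in the RefSeq annotation of NC12, where 9729 had an entry, 9491 had the same span and 1118 had a gene symbol. Transcription in WT was taken from 2 poly-A+ RNA libraries of the *his-3* strain N623, with 7469922 and 8103382 counts in genes. Levels are given as library-scaled counts per kilobase of gene span (CPM per kb), and since spans include introns and untranslated regions these values are not those of mature transcripts. The SET-2-marked compartment was not analysed here.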

Our observation that the catalytic activity of ASH1 is not essential provided an opportunity to analyze separately the H3K36me2 and –me3 catalyzed by ASH1 and SET-2 by ChIP-seq in *set-2* knockout and *ash1*(Y888F) strains, respectively. Overall, we found that H3K36me2 and –me3 is associated with gene-rich DNA and excluded from constitutive heterochromatin, which is marked by DNA methylation and H3K9me3 (Figure 2A, Figure 2—figure supplement 1A). H3K36me2 catalyzed by ASH1 or SET-2 was found in distinct domains that apparently together produce the overall pattern of wildtype (WT) H3K36me2 (Figure 2A,C). 

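The 1970 genes marked by ASH1 had a median WT level of 0.151 CPM per kb (quartiles 0 and 1.22), against 12.9 (quartiles 4.33 and 33.4) for the 7760 unmarked genes. In the separate WT libraries the medians were 0.151 and 0.138 for marked genes and 12.7 or more for unmarked genes, so the gap between the groups was far larger than the spread between replicates. *NCU07152*, a gene without a symbol on LG V (6411400 to 6412219) that carries both H3K36me2 from ASH1 and H3K27me2/3, had 0 counts in each WT library, and *sms-2*, the Argonaute protein of meiotic silencing, is marked and had 6 and 3 counts. By contrast *hH4-1*, a histone H4 gene on LG II (2877350 to 2878740), is unmarked and had 8106 and 7807 counts. Levels under 1 CPM per kb were found for 73.0% of marked and 13.1% of unmarked genes, and levels over 10 for 5.94% and 57.9%. No read in either WT library fell in 660 marked genes (33.5%) and 348 unmarked genes (4.48%), where a count of 0 still allows up to 3 counts at this depth. When all genes were divided into quartiles of WT expression, 1430 of the 2433 genes in the lowest quartile were marked (58.8%), followed by 406 of 2432 (16.7%), 84 of 2432 (3.45%) and 50 of 2433 in the highest (2.06%). The lowest quartile, with levels up to 0.960 CPM per kb, held 72.6% of all marked genes. The difference of the medians was -12.8 CPM per kb (two-sided permutation test over genes, p = 1e-05, the smallest that 100000 resamples can give), although genes are not independent replicates.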

We found ASH1-catalyzed H3K36me2 was prominent across the promoter and body of the genes that are silent or poorly transcribed in WT (Figure 2B,C, Figure 2—figure supplement 1B). Conversely, SET-2-catalyzed H3K36me2 was found associated predominantly with moderately- and highly-transcribed genes and was depleted from transcriptional start-sites (TSS) but enriched over gene bodies (Figure 2B,C). By this assay, SET-2 was found to mark most (>80%) genes, while ASH1 marked the minority (~20%) of genes that lacked SET-2-catalyzed H3K36me2 (p-value<10^−4^) (Figure 2B, Figure 2—figure supplement 1C). 

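In the authors' lists 1970 of 9730 genes (20.2%) are ASH1-marked, and they occur on all 7 linkage groups. The marked share runs from 15.9% on LG I (374 of 2347 genes) to 25.5% on LG VII (267 of 1047), with 18.6% on LG II, 20.7% on LG III, 22.5% on LG IV, 18.7% on LG V and 25.2% on LG VI. Marked genes lie next to one another. They form 920 runs along the linkage groups, the longest of 16 genes, and 1496 of them (75.9%) sit in the 446 runs of 2 or more genes. Of 31 genes for plant cell wall degradation, 18 are marked, among them *gh3-4* (a beta-glucosidase), *gh10-1* and *gh11-1* (xylanases) and the regulators *clr-1*, *clr-2* and *xlr-1*. Of 12 genes for mating and sexual development 5 are marked, namely *mat A-3*, the pheromone precursor genes *ccg-4* and *mfa-1*, and the pheromone receptor genes *pre-1* and *pre-2*. The marked members of 9 RNA silencing genes are *dcl-2* (a Dicer), *sad-1* (an RNA-dependent RNA polymerase of meiotic silencing), *sms-2* and *rid* (a DNA methyltransferase homolog required for repeat-induced point mutation). Of 16 conidiation genes 4 are marked, *con-6*, *con-13*, *eas* and *ccg-1*. None of the 12 light, clock and carotenoid genes, the 20 chromatin modification genes or the 9 heat shock and oxidative stress genes is in the marked list. The shares of these lists are counts without a test.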

In the *ash1* mutant, H3K36me3 was found restricted to sites of SET-2-catalyzed H3K36me2 (Figure 2C), and the intergenic H3K36me3 seen in WT was absent. Similarly, H3K36me3 at domains of ASH1-catalyzed H3K36me2 was lost in the *ash1* mutant. Consistent with the results of the western blot (Figure 1E), H3K36me3 was not entirely lost when *set-2* was deleted, and signal remained at regions with intense ASH1-catalyzed H3K36me2 (Figure 2C, Figure 2—figure supplement 1D).

**Figure 2.**
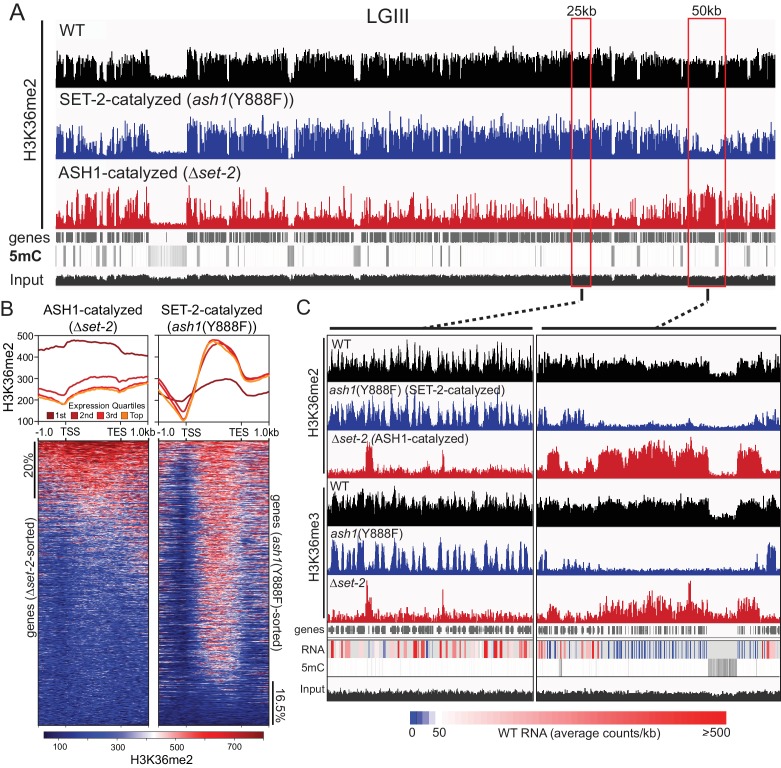
ASH1 and SET-2 specificities segregate the genome into compartments of poorly and robustly transcribed genes. (**A**) Representative IGV tracks of H3K36me2 ChIP-seq in WT, Δ*set-2*, and *ash1*(Y888F) backgrounds. Gene location, DNA methylation (to highlight constitutive heterochromatin), and ‘input’ tracks are included for reference. All of linkage group (LG) III is shown. (**B**) H3K36me2 profiles as determined by ChIP-seq in *set-2* and *ash1*(Y888F) backgrounds. Metaplots divide the H3K36me2 profile across gene quartiles determined by WT expression (i.e., ‘1 st’=genes in the lowest 25% of WT expression). Heatmaps were independently sorted by signal intensity in descending order. (**C**) IGV tracks of H3K36me2 and H3K36me3 ChIP-seq in WT, Δ*set-2*, and *ash1*(Y888F) backgrounds. Gene location, WT RNA abundance, DNA methylation, and input tracks are included for reference. Representative SET-2-rich and ASH1-rich regions are presented in the left and right panels, respectively.

**Figure 2—figure supplement 1.**
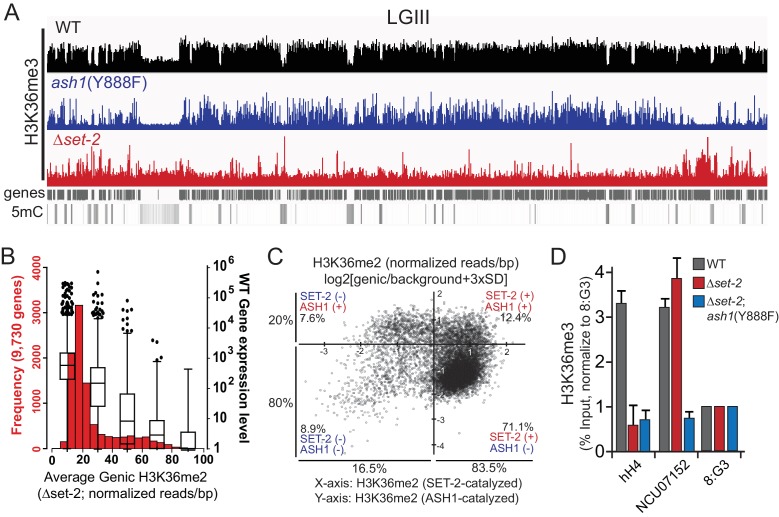
(**A**) Representative IGV tracks of H3K36me3 ChIP-seq in WT, *ash1*(Y888F), and Δ*set-2* backgrounds are shown for LGIII. Gene location and DNA methylation are included for reference. All of LGIII is shown. (**B**) Average H3K36me2 signal was determined for each gene in the Δ*set-2* background and the distribution of signal intensity is represented in a histogram (red). Average expression level (RPKM) in WT is overlayed as a Whisker plot (black) for each quintile of H3K36me2 intensity. Pseudo-reads of 1 were assigned to genes with expression values <1. Whisker plot shows median, 25^th^, 75^th^, and 99^th^ percentiles, and outliers. (**C**) Average genic H3K36me2 levels (reads/bp) were normalized to ‘background’ as defined by average H3K36me2 level across each centromere. Log2 values are plotted in the *ash1*(Y888F) background (X-axis) and Δ*set-2* background (Y-axis). Genes with positive X- or Y-axis values were defined as SET-2-marked or ASH1-marked, respectively. (**D**) H3K36me3 ChIP results are shown for wt, Δ*set-2*, and Δ*set-2; ash1*(Y888F) strains (each performed in triplicate) at three genomic regions with distinct H3K36me profiles. 8:G3 is a constitutive heterochromatin region that lacks H3K36me and is used to assess ‘background’ in the ChIP. *hH4* is an actively expressed gene that is marked by SET-2-catalyzed H3K36me but not ASH1-catalyzed H3K36me. *NCU07152* in a silent ‘uncharacterized gene’ that is densely marked by ASH1-catalyzed H3K36me and H3K27me2/3.

### ASH1-catalyzed H3K36me maintains repression of poorly transcribed genes

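Poly-A+ RNA was sequenced from 4 strains with 2 biological replicates each. These were the WT strain N623 (*mat A*, *his-3*), the parent strain N2930 (*mat A*, *his-3*, Δ*mus-52*), the *ash1*(Y888F) mutant N4878 (*mat A*, *his-3*, with a 3xFLAG tag on ASH1) and the Δ*set-2* strain N5761 (*mat a*). The authors prepared stranded libraries, filtered and trimmed single-end reads with Stacks, aligned them with TopHat2 and counted them per gene and by strand with HTSeq. The counts used here are theirs, without normalization. Beside the WT totals given above, the counts in genes were 8157698 and 8837798 for the parent, 7150417 and 6547197 for *ash1*(Y888F), and 7593750 and 7317786 for Δ*set-2* (median of the 8 libraries 7531836). The *set-2* gene on LG III (3236473 to 3240984) had 46 and 50 counts in the Δ*set-2* libraries against 120 and 153 in WT, a log2 fold change of -1.61 (standard error 0.27, adjusted p = 0.00954 from edgeR), so some reads were still counted over the deleted gene. Its neighbour *NCU00268* had 786 and 757 counts there against 171 and 122. *mus-52*, a gene of nonhomologous end joining, had 2 counts in each parent library, 278 and 347 in WT, 277 and 483 in *ash1*(Y888F) and 255 and 356 in Δ*set-2*. The mating-type gene *mat A-1* was at 0 counts in both libraries of the *mat a* strain and at 13 and 15 in WT. Y888F is a point mutation, so the 556 and 825 counts of *ash1* in the mutant, against 668 and 675 in WT, check no label. Each strain was compared with WT by edgeR's quasi-likelihood test, 2 libraries against 2, after TMM normalization and edgeR's filter on low counts. Genes were called at a Benjamini-Hochberg adjusted p under 0.1. Figure 3A also uses 0.1, but its legend does not say whether the p-values are adjusted. The authors used DESeq2. The filter left 8125 genes for *ash1*(Y888F), 7741 for Δ*set-2* and 7464 for the parent, since many genes that are silent in WT pass it only where a mutant expresses them. The biological coefficient of variation was 0.290, 0.213 and 0.209 in these comparisons, and the Spearman correlation between replicates was 0.985 in WT, the parent and Δ*set-2* and 0.959 in *ash1*(Y888F). The library names carry dates. What step they date is not stated, and they are taken here as preparation dates. By them WT and the parent were prepared together, 1 *ash1*(Y888F) library earlier, and the other one later with both Δ*set-2* libraries. WT thus shares no date with either mutant, and 1 *ash1*(Y888F) library shares its date with Δ*set-2*.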

We carried out RNAseq analyses to assess the effect of ASH1 and SET-2 activity on gene expression. We found that both *ash1* and *set-2* mutants have substantial, but distinct, changes in gene expression relative to WT. 

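*eas*, the hydrophobin gene of the conidial surface, fell in *ash1*(Y888F) to 76 and 82 counts from 338 and 454 in WT and rose in Δ*set-2* to 1966 and 999, and the log2 difference between the mutants was -4.05 (standard error 0.38, edgeR). *al-2*, the phytoene synthase of carotenoid synthesis, was likewise lower in *ash1*(Y888F) and higher in Δ*set-2*, with a log2 difference of -3.63 (standard error 0.53), as was *NCU00995*, with -7.78 (standard error 0.82). These genes were picked for their opposite calls, so the differences are no separate evidence. *mat A-1* had 239 and 486 counts in *ash1*(Y888F) and none in Δ*set-2*, which is of the other mating type. The WT level decides part of this. With the parent as WT, *al-2* had a log2 fold change of 0.26 in *ash1*(Y888F) (adjusted p = 0.745) and *eas* one of 0.09 in Δ*set-2* (adjusted p = 0.851), and without WT replicate 1 *al-2* no longer passed in *ash1*(Y888F) (adjusted p = 0.296). Compared directly, 1472 of 8314 genes were higher in *ash1*(Y888F) than in Δ*set-2* and 1166 were lower. Among ASH1-marked genes 675 of 1223 were higher (55.2%) and 96 lower (7.85%), while of 7091 unmarked genes 797 were higher (11.2%) and 1070 lower (15.1%). Of 7588 genes tested in both mutants against WT, 312 were higher in both, where independent lists of these lengths (569 and 1557 genes) would share 117, and 145 were lower in both, where lists of 273 and 1534 would share 55.2. The 569 are only part of the 1053 genes higher in *ash1*(Y888F). The rest had too few counts in WT and Δ*set-2* to be tested there, so they could not be called in both. The excess over independent lists thus holds only for genes tested in both. Another 67 genes were higher in *ash1*(Y888F) and lower in Δ*set-2* (115 with independent lists) and 24 the reverse (56.0). Both comparisons use the same WT libraries. Unchanged groups simulated against these libraries shared at most 2 higher and 1 lower call in 20 draws. No gene changes in that simulation, so few genes can be called in it at all. It therefore cannot show how much noise in the WT libraries adds to the overlap of lists this long. The simulation also has no preparation date, which 1 *ash1*(Y888F) library shares with Δ*set-2*, so the overlap is not separated from the date. With the parent as the control of Δ*set-2* alone 341 genes were higher in both (151 with independent lists) and 114 lower (70.0). WT and the parent were prepared on the same date, and deviations of their same-numbered libraries correlated at 0.659. These controls are therefore not independent of each other. Across genes the fold changes had a covariance of 0.544 against 0.0892 simulated, a difference of 0.454, and a Pearson correlation of 0.447 (Spearman's rho 0.423), which lies below the 0.512 that shared WT libraries gave with no effect at all. Genes are not independent replicates. The counts depend on single libraries. Without Δ*set-2* replicate 1 or 2, 932 or 805 genes were higher and 664 or 472 lower in the direct comparison, the genes higher in both numbered 197 and 110 without WT replicate 1 or 2, and those lower in both 64 and 38, but 528 without *ash1*(Y888F) replicate 1, when only the library of the Δ*set-2* date is left.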

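In the Δ*set-2* strain *con-10*, a gene expressed in conidia, went from 18 and 2 counts in WT to 1001 and 1491, a log2 fold change of 6.82 (standard error 0.65, adjusted p = 0.00244 from edgeR, as for all adjusted p-values here). *cat-1*, the conidial catalase, rose by 2.90 (standard error 0.41, adjusted p = 0.00587) and *fl*, the transcription factor required for conidiophore development, by 1.74 (standard error 0.25, adjusted p = 0.00609). *dcl-1*, a Dicer, rose from 171 and 127 counts to 733 and 1175, and *hsp60*, the mitochondrial chaperonin, fell from 3080 and 4365 to 875 and 638. *ash1* itself, on LG I (1970618 to 1976166), fell to 179 and 181 counts, a log2 fold change of -2.01 (standard error 0.18, adjusted p = 0.00184). The largest rises and falls were in genes without a symbol in the annotation used here, apart from *app* (LG VII, 1539827 to 1540778), which rose from 5 and 6 to 1035 and 1032 counts (log2 7.41, standard error 0.25, adjusted p = 0.000265), and the polyketide synthase gene *pks-5* near the end of LG IV (11075 to 19163). *pks-5* fell from 6372 and 30768 to 151 and 384 but missed with the parent as WT (log2 -2.26, adjusted p = 0.103). *NCU01402* fell from 8632 and 8171 counts to 7 and 9, and *NCU02849* had 1 and 0 counts in WT and 221 and 239 in Δ*set-2*, a ratio of 426 (95% counting interval 76.1 to 16866). In all 1677 genes were higher and 1534 lower among the 7741 tested, so that 52.2% of the called genes were higher. Without WT replicate 2 the counts were 755 and 695, and without Δ*set-2* replicate 2 they were 997 and 841. The strain also differs from WT in mating type and at *his-3*, whose effects are not separated from the loss of SET-2. Its libraries were prepared on another date than WT.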

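Of 15 tested conidiation genes in Δ*set-2*, 8 rose and 1 (*ccg-14*) fell (9 and 1 adjusted over the list alone), and the list as a whole was higher than other genes (camera, adjusted p = 0.00484), though not with an estimated correlation (adjusted p = 0.875 with an estimated correlation). Of 12 light, clock and carotenoid genes, *bli-3* (blue light-inducible), *al-2* and the clock gene *frq* rose and the carotenoid oxygenase gene *cao-2* fell (3 and 1 adjusted over the list alone). The WT strains differ in these genes, 7 of which were lower in the parent than in WT, and *cao-2* did not pass with the parent as WT (log2 0.42, adjusted p = 0.355). Of 18 genes for plant cell wall degradation, the cellobiohydrolase gene *gh6-2* and the regulator *xlr-1* rose, and *gh61-2* (a polysaccharide monooxygenase), *gh11-1*, *NCU07974* and *NCU02344* fell (2 and 4 adjusted over the list alone). In the mating list, with 8 genes tested, *mfa-1* and *pre-2* rose and *mat A-1* and *fsd-1* fell (3 and 2 adjusted over the list alone). The strain is *mat a*, so *mat A-1* is absent from it by genotype. The 20 chromatin genes held 2 that rose, *dim-8* and *cul4*, and 3 that fell, *ash1*, *set-2* and *dim-5*, the H3K9 methyltransferase (1 and 3 adjusted over the list alone). *dcl-1* and *qde-1*, the RNA-dependent RNA polymerase of quelling, rose among 7 RNA silencing genes and *qde-3*, a RecQ helicase of quelling, fell (2 and 1 adjusted over the list alone), and among 9 heat shock and oxidative stress genes *cat-1* and *cat-2* rose and *hsp60* and *sod-1* fell (2 and 2 adjusted over the list alone). Members outside the 3 with the smallest p in each list are named after their values were seen. Many of these calls rest on single libraries. *gh6-2*, *xlr-1*, *dim-8*, *cul4* and *qde-1* missed the threshold without any one library of either strain (adjusted p from 0.106 for *gh6-2* to 0.336 for *qde-1*), and with the parent as WT *xlr-1* and *qde-1* had adjusted p of 0.313 and 0.505 and *sod-1* 0.124. With DESeq2 *qde-1* and *pre-2* missed too (adjusted p = 0.186 and 0.137). Without WT replicate 1 the adjusted p was 0.179 for *NCU02344*, 0.121 for *dim-5*, 0.172 for *cat-2*, 0.167 for *sod-1* and 0.136 for *ccg-14*. Without WT replicate 2 it was 0.258 for *frq*, 0.137 for *NCU02344*, 0.136 for *gh11-1*, 0.107 for *mfa-1*, 0.187 for *pre-2*, 0.142 for *fsd-1*, 0.160 for *dim-5*, 0.121 for *qde-3*, 0.154 for *cat-2* and 0.264 for *sod-1*, and *mat A-1* had too few counts to be tested. Without Δ*set-2* replicate 1 it was 0.181 for *frq*, and without Δ*set-2* replicate 2 it was 0.131 for *frq*, 0.123 for *NCU02344*, 0.101 for *gh11-1*, 0.118 for *pre-2*, 0.220 for *dim-5*, 0.131 for *cat-2*, 0.238 for *sod-1* and 0.144 for *ccg-14*. New calls without a library raised the light genes that were lower to 2 and the chromatin genes that were lower to 5, both without Δ*set-2* replicate 1.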

The *set-2* deletion showed a relatively symmetrical distribution of gene expression changes with 916 genes up-regulated and 1222 genes down-regulated (Figure 3A). In contrast, the *ash1* mutant predominantly resulted in up-regulation (1261 genes up-regulated; 228 genes down-regulated; Figure 3A). 

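Genes that were silent or nearly so in WT gained transcripts in *ash1*(Y888F). *sms-2* (LG VII, 166762 to 170125) rose from 6 and 3 counts in WT to 2034 and 2342, a log2 fold change of 8.95 (standard error 0.44, adjusted p = 0.00184 from edgeR, as for all adjusted p-values here), and *NCU06938* (LG VII, 835356 to 836493) had 3 and 0 counts in WT and 2318 and 2120 in the mutant, a ratio of 1555 (95% counting interval 532 to 7541). *NCU07152* was at 0 in both WT libraries and at 116 and 194 in the mutant, at least 109-fold higher with a floor of 3 counts over the WT libraries, and *NCU04616* on LG V (1483737 to 1486334), with 195 and 184 counts, at least 133-fold higher. Of the genes that fell, *NCU08378* had 3020 and 1870 counts in WT and 4 and 1 in the mutant (log2 -9.80, standard error 0.66, adjusted p = 0.00205), but only 61 and 65 in the parent. *NCU00995* fell from 3340 and 3930 counts to 50 and 8. *NCU09968* (LG VI, 309546 to 315476) had 591 and 902 counts in WT and none in the mutant, at least 474-fold lower, and *NCU05842*, which is ASH1-marked, fell from 233 and 391 counts to 28 and 7. In all 1053 genes were higher and 273 lower among 8125 tested, so that 79.4% of the called genes were higher. Genes with no read fell from 1225 and 1242 of 9730 in the WT libraries to 630 and 606 in the mutant libraries. The number of lower genes depends on single libraries. It was 107 without WT replicate 1, 87 without WT replicate 2, 918 without *ash1*(Y888F) replicate 1 and 461 without *ash1*(Y888F) replicate 2. The mutant strain also carries a tag on ASH1, whose effect is not separated from that of the mutation. Its libraries were prepared on other dates than WT.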

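Of 10 tested genes for mating and sexual development 7 rose in *ash1*(Y888F) and none fell (7 and 0 adjusted over the list alone, also 0 lower at an unadjusted p under 0.05 and by DESeq2). *ccg-4*, which encodes the pheromone precursor of *mat A* strains (LG I, 2531832 to 2533997), rose from 5 and 3 counts to 1382 and 4840 (log2 9.57, standard error 0.82, adjusted p = 0.00318), and *mfa-1*, the pheromone precursor of *mat a* strains (LG V, 3396270 to 3397430), rose from 11 and 9 to 395 and 240 although the strain is *mat A*. *mat A-1* (LG I, 1860692 to 1862194) rose too (log2 4.73, standard error 0.43, adjusted p = 0.00368), *mat A-2* was at 0 in WT and at 46 and 55 in the mutant, at least 35.4-fold higher, *mat A-3* had 0 and 1 counts in WT and 38 and 88 in the mutant, a ratio of 132 (95% counting interval 23.3 to 5271), and the receptor gene *pre-1* rose by 3.16. Of 9 RNA silencing genes 3 rose and none fell (3 and 0 adjusted over the list alone, with 0 lower at an unadjusted p under 0.05 and by DESeq2): *sms-2*, *sad-1* (LG I, 969499 to 974473, from 2 and 3 counts to 40 and 109) and *rid* (log2 2.64, standard error 0.52, adjusted p = 0.0255), which missed without WT replicate 1 (adjusted p = 0.113). camera placed both lists above other genes (adjusted p = 2.76e-09 for mating and 0.00392 for RNA silencing), and neither call held (adjusted p = 0.409 and 0.754 with an estimated correlation). The paper's table of expression changes at ASH1-marked genes had been read when these genes were listed, so the direction of its members is not independent evidence. Of 15 conidiation genes, *con-6*, *con-10* and *ccg-1* (from 683 and 299 to 2762 and 8550 counts) rose and *eas* fell by 2.24 on the log2 scale (5 and 1 adjusted over the list alone), where *con-10* is named after its value was seen. *con-6* missed without WT replicate 1 (adjusted p = 0.114) and *con-10* without WT replicate 2 (adjusted p = 0.179), and 5 members were higher without *ash1*(Y888F) replicate 1.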

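Of 23 tested genes for plant cell wall degradation 7 rose in *ash1*(Y888F), all of them ASH1-marked, and 1 fell (10 and 3 adjusted over the list alone). *gh3-4* had 1 count in each WT library and 30 and 72 in the mutant, a ratio of 53.6 (95% counting interval 14.5 to 449), and *gh10-1* was at 0 in WT and at 64 and 15 in the mutant, at least 27.7-fold higher. The endoglucanase gene *gh5-1*, the cellobiose dehydrogenase gene *cdh-1*, the cellodextrin transporter gene *cdt-2* and the regulators *clr-2* and *xlr-1* rose by 1.79 (*clr-2*) to 2.48 (*gh5-1*) on the log2 scale, and *gh61-2* fell by 1.17. Only 4 members were higher without WT replicate 1 and 2 without WT replicate 2, and the number lower was 0 without either of these and 4 without *ash1*(Y888F) replicate 1. *gh5-1* had an adjusted p of 0.199 without WT replicate 2 and 0.108 without *ash1*(Y888F) replicate 2, *cdh-1* 0.133, 0.192 and 0.111 without WT replicate 1, WT replicate 2 and *ash1*(Y888F) replicate 1, and *gh61-2* 0.291, 0.175 and 0.116, *xlr-1* 0.218, 0.205 and 0.207 and *cdt-2* 0.327, 0.421 and 0.207 without WT replicate 1, WT replicate 2 and *ash1*(Y888F) replicate 2. *clr-2* missed without each of the 4 libraries (adjusted p 0.110 to 0.523), and with the parent as WT so did *clr-2* (0.114), *xlr-1* (0.566) and *cdt-2* (0.242). Of 12 light, clock and carotenoid genes none rose in the edgeR test (0 at an unadjusted p under 0.05 and by DESeq2), and *al-2* and *wc-1*, a blue light photoreceptor, were lower (0 and 3 adjusted over the list alone). As the parent too was lower than WT in 7 of these 12 genes, the difference moves with the WT strain. With the parent as WT *wc-1* had a log2 fold change of 0.52 (adjusted p = 0.274), and its adjusted p was 0.440 and 0.188 without WT replicate 1 or 2 and 0.136 without *ash1*(Y888F) replicate 2. The members lower numbered 0 without WT replicate 1 and 1 without WT replicate 2, and 7 without *ash1*(Y888F) replicate 1. camera placed the list below other genes (adjusted p = 0.0148; adjusted p = 0.754 with an estimated correlation). No edgeR call was made among 20 chromatin modification genes (1 higher and 1 lower at an unadjusted p under 0.05, 0 by DESeq2) or 9 heat shock and oxidative stress genes (1 higher at an unadjusted p under 0.05 and 1 by DESeq2), nor in either list adjusted over the list alone. Leaving out *ash1*(Y888F) replicate 1 or 2 gave 1 chromatin gene higher or lower, leaving out WT replicate 1 or *ash1*(Y888F) replicate 2 gave 1 heat shock gene higher, and leaving out *ash1*(Y888F) replicate 1 gave 2 lower.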

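In *ash1*(Y888F), 681 of the 1167 tested ASH1-marked genes rose (58.4%) and 17 fell (1.46%), against 372 (5.35%) and 256 (3.68%) of 6958 unmarked genes. These are shares of tested genes, out of 1970 marked genes listed, and genes silent in WT are tested only where the mutant expresses them. Without a low-count filter 36.3% of marked genes with H3K27me2/3 and 46.0% of those without it rose. The median log2 fold change was 2.34 for marked genes and -0.06 for unmarked genes, and 54.0% of tested marked genes had a fold change of at least 4, whether or not they passed. Among the 1007 marked genes with at most 3 counts over both WT libraries, 456 (45.3%) reached at least 10 counts in the mutant, and among the 600 such unmarked genes 106 (17.7%) did. *mat A-3*, *ccg-4*, *sad-1* and *sms-2*, all described above, are marked and rose, while the marked hydrophobin gene *eas* and *NCU05842* fell. *mat A-1* and *mat A-2* rose without being marked. Marked genes were 64.7% of all genes that rose. The odds of a rise were 24.8 times those of unmarked genes (Fisher's exact test, one-sided p of 10 to the power -387.62) and the odds of a fall 0.387 times (two-sided p = 3.11e-05). Genes share libraries and neighbourhoods and are not independent, and camera, which ranks the marked genes against the others, gave p = 3.13e-67 with a preset correlation and p = 0.0153 with an estimated correlation. In Δ*set-2*, 291 of 774 tested marked genes rose (37.6%) and 151 fell (19.5%), and of 6967 unmarked genes 1386 (19.9%) rose and 1383 (19.9%) fell. The odds of a rise were 2.43 times those of unmarked genes (Fisher's exact test, p = 1.09e-26), those of a fall 0.979 times (p = 0.849), and camera gave p = 0.0155, or p = 0.465 with an estimated correlation. The share of marked genes that rose in Δ*set-2* was 16.9% without WT replicate 2 and 22.9% without Δ*set-2* replicate 2, and against unmarked genes it was 24.0% to 16.0% with DESeq2 and 20.0% to 17.2% without a filter on low counts (Fisher's exact test, p = 0.00915). Detection alone ran the other way in Δ*set-2*, with 7.85% of the near-silent marked and 14.2% of the near-silent unmarked genes reaching 10 counts, and in the authors' table 89 marked genes are higher there and 325 lower.

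**Figure D1:**
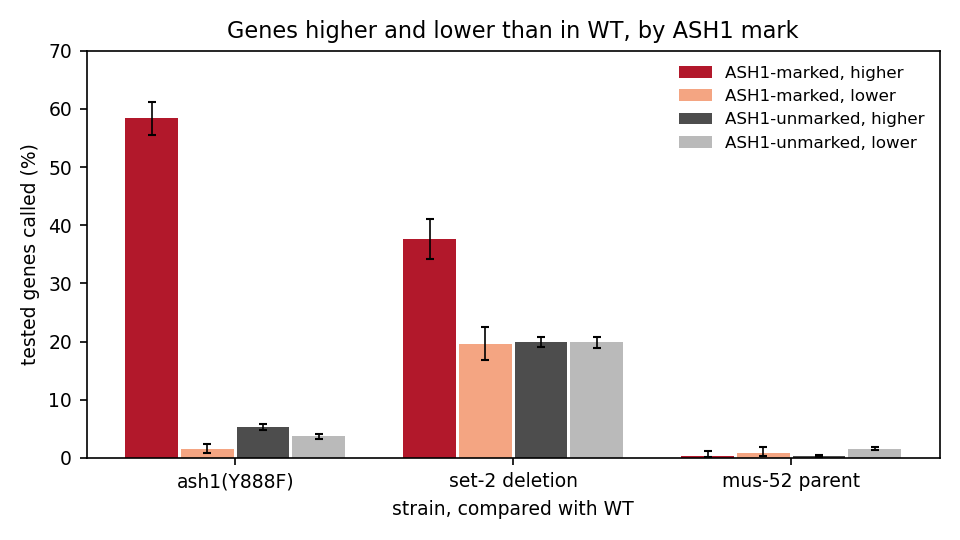
Percent of tested genes that were higher or lower than in WT (adjusted p under 0.1, edgeR), for ASH1-marked and ASH1-unmarked genes in *ash1*(Y888F), Δ*set-2* and the Δ*mus-52* parent. Error bars are 95% Wilson intervals, which cover counting error only, and the bar of marked genes higher in *ash1*(Y888F), at 58.4%, is the tallest. The tested genes differ between strains, with 1167, 774 and 634 marked genes in this order. Genes silent in WT are tested only where the other strain expresses them.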

When we limited our analysis to ASH1-marked genes, they were almost exclusively up-regulated in the *ash1*(Y888F) background, while ASH1-unmarked genes showed no pattern of altered regulation (Figure 3B, Figure 3—figure supplement 1). When ASH1-marked genes were separated into ‘SET-2-unmarked’ and ‘SET-2-comarked’ categories, we found that co-marked genes were significantly up-regulated, while SET-2-unmarked genes showed little or no change in expression (Figure 3C). Collectively, these results imply that ASH1 and SET-2 independently catalyze H3K36me2 in a manner that differentiates the genome into regions of poorly- or robustly-transcribed genes. The repressed state of poorly transcribed genes is largely dependent upon ASH1 catalytic activity. Upon inactivation of ASH1, genes that are subject to derepression become co-marked by transcription-coupled SET-2.

**Figure 3.**
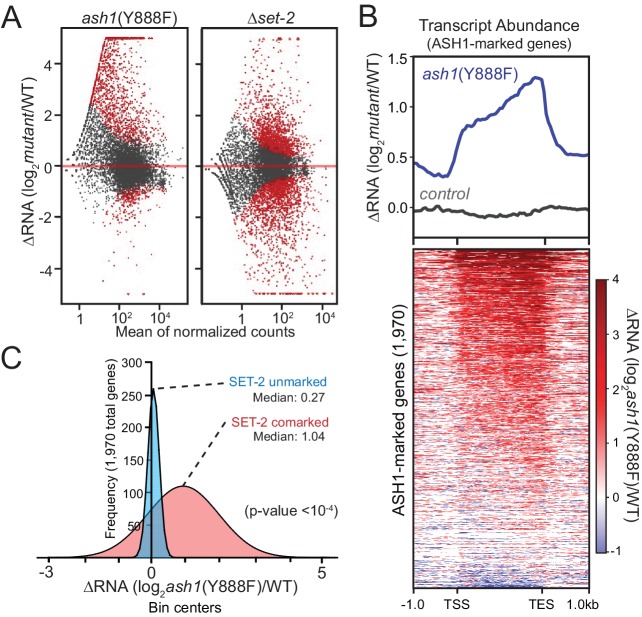
ASH1 catalytic activity maintains repression of poorly transcribed genes. (**A**) Gene expression changes are displayed as scatter plots of log2-fold changes *vs.* mean of normalized counts for *ash1*(Y888F) and Δ*set-2* strains compared to WT controls. Duplicate biological replicates were analyzed, and points with p values < 0.1 are colored red. (**B**) Metaplot and heatmap illustrating change in RNA abundance as determined by RNAseq. *ash1*(Y888F) and WT replicates were normalized, averaged, and log2-ratios generated for ASH1-marked genes. The parent strain, N2930 (see *Materials and Methods*), is included as a control. (**C**) Frequency distribution of *ash1*(Y888F)/WT expression-change for genes marked by H3K36me2 in Δ*set-2* strain (‘ASH1-marked’; Guassian fit). SET-2-unmarked (blue) and SET-2-comarked (red) compartments are separated and median values highlighted. Statistical significance (two-tailed p-value<10^−4^) was determined by a two sample Mann-Whitney test (Mann and Whitney, 1946).

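In the Δ*mus-52* parent *mus-52*, with 2 counts in each library, fell by 7.38 on the log2 scale (standard error 0.30, adjusted p = 0.0148 from edgeR, as for all adjusted p-values here). The adjacent gene *qip*, which encodes the exonuclease QIP of quelling, rose from 109 and 123 counts to 588 and 550 (adjusted p = 0.0509). *al-1*, the phytoene desaturase of carotenoid synthesis, had 5648 and 3935 counts in WT and 183 and 405 in the parent (log2 -4.25, standard error 0.44, adjusted p = 0.0564), the photoreceptor gene *vvd* 5345 and 3905 against 312 and 348 (adjusted p = 0.0319), and *bli-4* 1539 and 753 against 88 and 86. Of 12 light, clock and carotenoid genes 7 fell and none rose in the edgeR test (8 lower and 1 higher adjusted over the list alone; 1 higher at an unadjusted p under 0.05 and 1 by DESeq2), but 3 fell without either parent replicate, and camera's adjusted p for the list was 8.83e-13, or adjusted p = 0.425 with an estimated correlation. Among 15 conidiation genes *eas* rose by 1.72 and *csp-1*, a transcription factor of conidial separation, fell by 2.62 (1 and 5 adjusted over the list alone, and 3 fell without WT replicate 2). *hda-3*, a histone deacetylase gene among the 20 chromatin genes, rose by 1.08 (adjusted p = 0.0954) but missed without any one library (adjusted p 0.137 to 0.209), and in the RNA silencing list, with 6 genes tested, *qip* rose (1 and 2 higher adjusted over the list alone for the 2 lists, and 0 lower in either at an unadjusted p under 0.05 and by DESeq2). No call was made by edgeR among 18 genes for plant cell wall degradation (2 higher and 0 lower at an unadjusted p under 0.05, by DESeq2 and adjusted over the list alone), 7 mating genes (1 higher and 0 lower by each of these) or 9 heat shock and oxidative stress genes (1 higher and 2 lower at an unadjusted p under 0.05, 1 lower by DESeq2 and adjusted over the list alone). In all 20 genes were higher and 113 lower among 7464 tested, against 137 and 402 with DESeq2. With the replicate number as a block, in a fit of all groups, 4 were higher and 67 lower. *hda-3*, *eas*, *al-1* and *bli-4* missed in that fit (adjusted p 0.117 to 0.168). An unadjusted p under 0.05 was found for 1332. Without WT replicate 1 or 2, 12 or 59 were higher, without parent replicate 1, 7 were, and the number lower was 183 without WT replicate 2 and 73 without parent replicate 1. Of 634 tested ASH1-marked genes 2 rose (*eas* and *NCU00265*) and 5 fell (*NCU04499*, *NCU05524*, *NCU05964*, *NCU06443* and *NCU08013*, named after their values were seen), against 18 and 108 of 6830 unmarked genes, and no difference between these shares was detected (Fisher's exact test, p = 0.685 for rises and p = 0.128 for falls). camera, however, placed the marked genes below the others (p = 0.00212), though not with an estimated correlation (p = 0.298). Of the marked genes with H3K27me2/3 none was called by edgeR (0 of 98), but 1 was higher and 14 were lower by DESeq2. *NCU08013* missed without any one library (adjusted p 0.121 to 0.238), *NCU04499* and *NCU05964* without parent replicate 1 (adjusted p = 0.108 and 0.147). Of the 1007 marked genes with at most 3 counts in WT, 5 (0.497%) reached at least 10 in the parent. From its H3K36me2 and RNA results together the paper infers that ASH1 and SET-2 act separately and divide the genome into regions of poorly and robustly transcribed genes. It holds that repression of the former depends largely on the catalytic activity of ASH1.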

**Figure 3—figure supplement 1.**
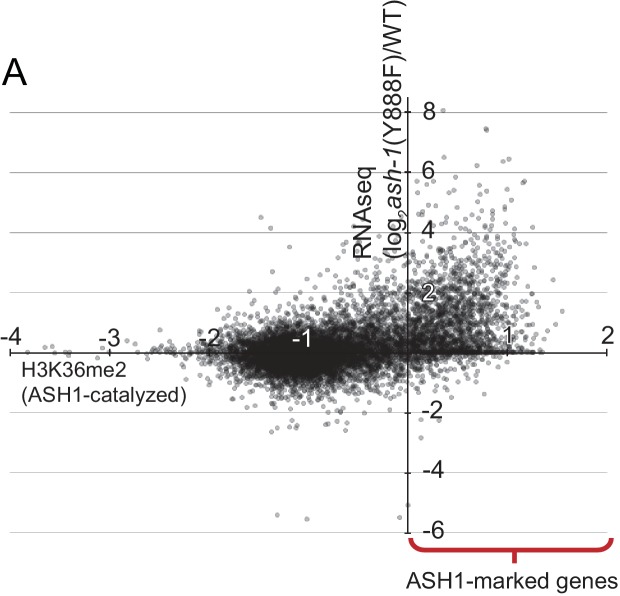
(**A**) Average genic H3K36me2 levels (X-axis) catalyzed by ASH1 (defined in Figure 2) are plotted against change in gene expression (Y-axis) in the *ash1*(Y888F) background.

### ASH1-catalyzed H3K36me delineates H3K27me2/3-competent chromatin

The presence of ASH1-catalyzed H3K36me at silent and poorly transcribed genes prompted us to investigate its relation to PRC2-catalyzed H3K27me2/3, which is also in domains of silent genes (Jamieson et al., 2013). Interestingly, we found nearly all (220/232) annotated domains of H3K27me2/3-marked chromatin (Klocko et al., 2018) are also marked with ASH1-catalyzed H3K36me2 (Figure 4A). When we looked at where the 12 absent domains were located, we saw they were all found in sub-telomere regions characterized by the presence of H3K27me2/3, H3K9me3, and DNA methylation (Jamieson et al., 2018), a finding consistent with ASH1-catalyzed H3K36me2 being excluded from constitutive heterochromatin (Figure 2A). When we examined the promoter region of individual genes, we again saw that the distribution of H3K27me2/3 overlapped with that of ASH1-catalyzed H3K36me2 (Figure 4B). Previous mass spectrometry analyses of *N. crassa* histone H3 suggested K27 and K36 methylation do not typically occur on the same molecule (Jamieson et al., 2016), implying that these marks exist as ‘asymmetric’ modifications on the same nucleosome and/or on adjacent nucleosomes (Voigt et al., 2012; Yuan et al., 2011). In all, we found 30% of ASH1-marked genes were co-marked by H3K27me2/3, and this co-marking was predominantly found at domains of ASH1-catalyzed H3K36me2 that lacked appreciable SET-2-catalyzed H3K36me2 (Figure 4C,D).

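H3K27me2/3, the mark made by the methyltransferase SET-7 of the PRC2 complex, was mapped in WT by ChIP-seq (1 sample). The authors' list holds 836 marked genes (8.59% of 9730) as intervals of 1000 bp. The score is 0 throughout, so depth and replicate error are unknown, and the rule that made a gene marked is not given in the sources used here. Joined by locus tag, 600 of the 1970 ASH1-marked genes (30.5%) were also in the H3K27me2/3 list, where 169 would be if the marks were independent. *NCU07152*, the conidiation gene *con-6* (LG III, 5205042 to 5205927) and the polysaccharide-degrading enzymes *gh10-2* and *gh11-2* carry both marks, whereas *sms-2*, *ccg-4* and *gh3-4* are ASH1-marked without H3K27me2/3. Of 7760 ASH1-unmarked genes only 236 (3.04%) had H3K27me2/3, so that 71.8% of the genes with H3K27me2/3 were ASH1-marked (Fisher's exact test, p = 2.00e-255, over genes that are not independent). H3K27me2/3 was unevenly spread. It marked 15.3% of genes on LG III, 12.7% on LG IV, 15.7% on LG VI and 9.26% on LG VII, but 2.34% on LG I, 4.28% on LG II and 6.58% on LG V. When the marked intervals had to overlap by at least 50% of both lengths, 229 ASH1-marked genes (11.6%) were co-marked. The H3K27me2/3 intervals have a fixed length, and an overlap cannot exceed it, so long genes cannot meet this rule whatever their mark. The median span of ASH1-marked genes was 1.53 kb. The lower number is thus no stricter count of co-marking, and how much of the drop is due to gene length was not tested.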

**Figure 4.**
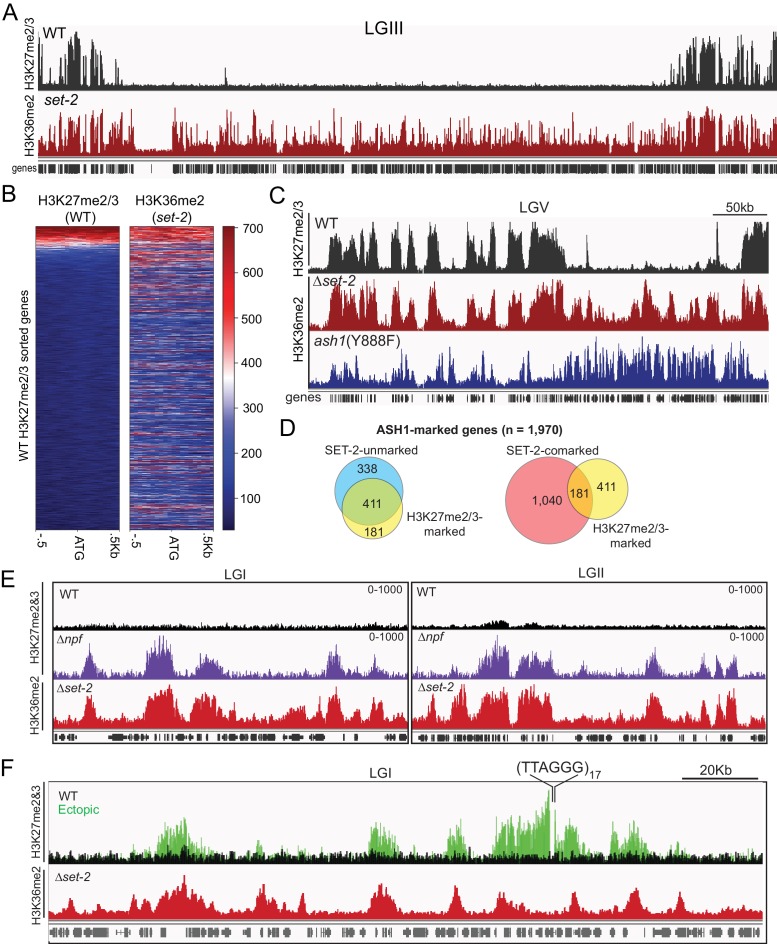
ASH1-catalyzed H3K36me2 delineates H3K27me2/3-competent chromatin. (**A**) Representative IGV tracks for H3K27me2/3 in WT and H3K36me2 as catalyzed by ASH1. All of LGIII is shown. (**B**) Heatmap showing the distribution of average H3K27me2/3 signal intensity in WT (left) and ASH1-catalyzed H3K36me2 (right) across the promoter region of all genes. Genes are sorted by WT H3K27me2/3 intensity. (**C**) Representative IGV tracks of H3K27me2/3 in WT and H3K36me2 as catalyzed by ASH1 or SET-2. (**D**) Fraction of ASH1-marked genes co-marked by SET-2, SET-7, or both SET-2 and SET-7. The distribution of SET-7/ASH1-comarked genes (yellow circle) in the SET-2-comarked (red) and SET-2-unmarked (blue) compartments shows that most (411/592) ASH1/SET-7 doubly marked genes are not marked by SET-2. Statistical significance (two-tailed p-value<10^−4^) was determined by the Chi-square test. (**E**) H3K27me2/3 ChIPseq tracks from WT (black) andΔ*npf* (purple) strains are compared to H3K36me2 ChIPseq in Δ*set-2*. Depicted regions were selected for their multiple aberrant domains of H3K27me3. (**F**) H3K27me2/3 ChIPseq track from WT (black) and ectopic telomere-repeat (green) strains are superimposed and compared to H3K36me2 ChIPseq in a Δ*set-2* strain.

The consistent overlap of ASH1-catalyzed H3K36me with native H3K27me made us question whether the pattern would hold true in mutant backgrounds in which we had observed new domains of H3K27me. To test this, we first re-examined the H3K27me2/3-defects caused by deletion of the Drosophila Nurf55/Caf1 ortholog, Neurospora p55 (NPF) (Jamieson et al., 2013). Though the predominant effect of *npf* deletion is loss of sub-telomeric H3K27me2/3 (Jamieson et al., 2013), we also found new domains of H3K27me3 and, interestingly, these were limited to regions of ASH1-catalyzed H3K36me2 (Figure 4E). 

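NPF is the Neurospora p55 subunit of PRC2. The authors' table for the *npf* deletion gives, for each of 592 ASH1-marked genes, 585 of them in the H3K27me2/3 list, the log2 ratio of H3K27me3 ChIP-seq coverage in Δ*npf* over WT, averaged over 500 bp on either side of the start codon. It comes from 1 sample, the ratios were made with deepTools' bamCompare, and it gives no counts, depth or replicate error, so no gene was tested. H3K27me3 fell most near the chromosome ends. The 4 largest decreases were at *NCU09633* (LG II, 11642 to 12594, log2 -2.66), 2.72 kb from the outermost gene, and at the neighbours *NCU07147*, *NCU07146* and *NCU07145* on LG V (6422489 to 6429262; log2 -2.61, -2.56 and -2.37), 6.60 to 12.4 kb from it. The 4 largest increases lay inside the arms, at *NCU08818* on LG IV (5142229 to 5142904, log2 2.00), 808 kb from the outermost gene, *NCU05713* on LG III (log2 1.89), *NCU03472* on LG II (571136 to 571921, log2 1.79) and *NCU08801* on LG IV (5203608 to 5204387, log2 1.77). Overall 173 of the 592 genes (29.2%) were down at least 2-fold and 27 (4.56%) up at least 2-fold, and the median was -0.46. Within 200 kb of the outermost gene of a linkage group 71 of 137 genes were down at least 2-fold (51.8%), against 102 of 455 farther in (22.4%; odds ratio 3.72, Fisher's exact test, p = 2.09e-10). All 27 increases lay beyond 200 kb, 17 of them on LG IV. This distance was chosen after seeing the data, and neighbouring genes are not independent. With 1.5-fold in place of 2-fold 260 genes were down, and with 3-fold 62. As the table covers only ASH1-marked genes, it cannot show H3K27me3 at genes without ASH1-catalyzed H3K36me2. The paper draws on the overlap of native H3K27me2/3 with ASH1-catalyzed H3K36me2, new H3K27me3 domains in Δ*npf* and H3K27me2/3 induced by telomere repeats. From these together it concludes that competence for H3K27 methylation distinguishes ASH1-marked chromatin.

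**Figure D2:**
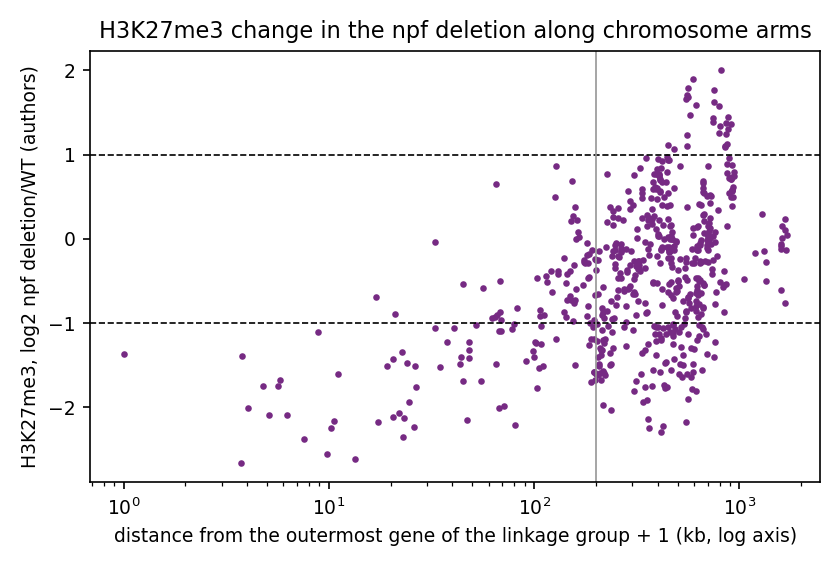
H3K27me3 log2 ratio of Δ*npf* over WT for 592 co-marked genes (1 point each, values of the authors' table) against the distance from the outermost gene of the linkage group plus 1 kb, in kb on a log axis. Dashed lines mark a 2-fold change, the grey line 200 kb, and no gene nearer than that is up 2-fold.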

Next, we took advantage of a situation in which H3K27me2/3 was induced in a normally euchromatic region by insertion of telomere repeats in the vicinity (Jamieson et al., 2018). Using an insertion at the *csr-1* locus, we found that the discontinuous spread of H3K27me2/3 from the repeats correlated perfectly with the presence of ASH1-catalyzed H3K36me2 (Figure 4F). Altogether, these analyses show that a fraction of ASH1-marked chromatin is asymmetrically modified by PRC2 to generate overlapping profiles of H3K27me and H3K36me at genes that are most refractory to derepression, and that H3K27me-competency is a distinguishing characteristic of ASH1-marked chromatin.

### ASH1 activity influences H3K27me2/3 accumulation

Drosophila Ash1 has previously been reported to inhibit PRC2-mediated repression by preventing H3K27me2/3 accumulation (Papp and Müller, 2006). Similarly, H3K36me3 has been shown to inhibit catalysis of H3K27me2/3 in vitro (Yuan et al., 2011). We therefore asked if ASH1-catalyzed H3K36me is influenced by loss of H3K27me, and if H3K27me is influenced by loss of ASH1 activity. Immunoblotting and ChIPseq in a double-mutant strain lacking SET-2 and the H3K27 KMT, SET-7, revealed ASH1-catalyzed H3K36me2 was unchanged by loss of H3K27me2/3 across the genome (Figure 5—figure supplement 1), indicating that ASH1-catalyzed H3K36me2 is not dependent on PRC2-catalyzed H3K27me2/3.

We next asked whether some fraction of normal H3K27me regions depend on H3K36 methylation directed by ASH1. To test this possibility, we performed H3K27me2/3 ChIP in the *ash1*(Y888F) background. 

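The *ash1*(Y888F) ChIP-seq experiment with the H3K27me2/3 antibody is represented by 1 sample. The authors' table lists the same 592 co-marked genes as for Δ*npf*, each with the log2 ratio of H3K27me2/3 coverage in *ash1*(Y888F) over WT upstream and downstream of the start codon and their average, which is used here. The methods describe merging of replicates and log2 ratios from pairs of alignment files, but the table has no counts, so the depth and the replicate error are unknown and no gene can be tested on its own. A gene was taken as having lost H3K27me2/3 where the average log2 ratio was -1 or lower, a 2-fold decrease, and as having gained it at 1 or higher. Of the 592 genes, 585 are in the authors' H3K27me2/3 list and 7 are not, and 15 co-marked genes of the lists are not in the table. Genes in regions with changed H3K27me2/3 were set beside their change in RNA in the same mutant.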

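H3K27me2/3 decreased at least 2-fold at 166 of 592 co-marked genes in *ash1*(Y888F) (28.0%), and the decrease held on both sides of the start codon at 157 of them. LG VI and LG VII carried most of it, with 49 of 103 and 39 of 76 co-marked genes down, followed by LG III (27 of 151), LG IV (27 of 125) and LG II (17 of 31), while LG V and LG I had 5 of 74 and 2 of 32. The affected genes form blocks. Counting along the co-marked genes, 155 of the 166 (93.4%) stand next to another affected gene, in 27 runs if single genes are counted as runs. The longest run takes in 43 genes on LG VI, from *NCU12067* to *NCU17066* (149765 to 483853, median log2 -2.13). The next are 29 genes on LG VII from *NCU09431* to *NCU06905* (157176 to 721156, median -2.22), 25 on LG IV from *NCU08845* to *NCU05183* (5040718 to 5836241, median -1.86) and 15 on LG III (391094 to 462154). Among the 592 genes the values ranged from -2.97 to 1.81 with a median of 0.08, and 67 genes were down at least 4-fold. The threshold sets the share. It is 34.6% (205 genes) at 1.5-fold and 19.8% (117 genes) at 3-fold. Distance to the chromosome end made no detectable difference here, with 37 of 137 genes down within 200 kb (27.0%) and 129 of 455 beyond (28.4%; odds ratio 0.935, Fisher's exact test, p = 0.828).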

Inactivation of ASH1 showed a striking effect on H3K27me2/3, resulting in reduction or complete loss of the mark across roughly one-third of ASH1/PRC2-comarked genes (Figure 5A,B). 

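Most tested genes that lost H3K27me2/3 in *ash1*(Y888F) rose in RNA. *NCU04703* on LG VI (448720 to 449858), with an H3K27me2/3 log2 ratio of -2.94, had 1 and 0 counts in WT and 55 and 37 in the mutant, a ratio of 96.7 (95% counting interval 16.9 to 3860). *NCU07152* on LG V had an H3K27me2/3 log2 ratio of -1.96 and rose from 0 counts in WT, as described above. Of the 166 genes that lost the mark 94 had enough counts to be tested, of which 84 rose (89.4%) and none fell (edgeR; 0 lower at an unadjusted p under 0.05 and by DESeq2), with a median log2 fold change of 5.78 (quartiles 3.49 and 7.49), or 5.21 when the 23 genes at 0 in WT are set to their lower bounds. Of the 426 genes that kept it 110 were tested, 53 of them rose (48.2%) and 3 fell (*gh10-3*, *NCU07610* and *NCU09185*, named after their values were seen), with a median of 1.67 (quartiles 0.00 and 3.68). The calls of these 3 ended without WT replicate 1 (adjusted p 0.281, 0.104 and 0.254), and that of *NCU07610* with the parent as WT (adjusted p = 0.504). The shares differed (odds ratio 9.03, Fisher's exact test, p = 1.49e-10), and so did the medians, by 4.11 (permutation test over genes, p = 1e-05, the smallest that 100000 resamples can give). The difference of medians was 2.56 with DESeq2, 2.69 without a filter on low counts and 1.32 with the paper's own log2 values. Counted over listed genes, 50.6% of those that lost and 12.4% of those that kept the mark rose. Of the 122 and 317 genes with at most 3 counts in WT, 75 (61.5%) and 48 (15.1%) reached at least 10 in the mutant, and 12 of the 166 genes that lost it had no read there. In Δ*set-2* the shares that rose were 12 of 25 and 45 of 86 (odds ratio 0.841, Fisher's exact test, p = 0.821). Across the 204 tested genes the RNA change correlated with the H3K27me2/3 change (Pearson's r -0.534, Spearman's rho -0.520), with genes that are neighbours and not independent replicates.

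**Figure D3:**
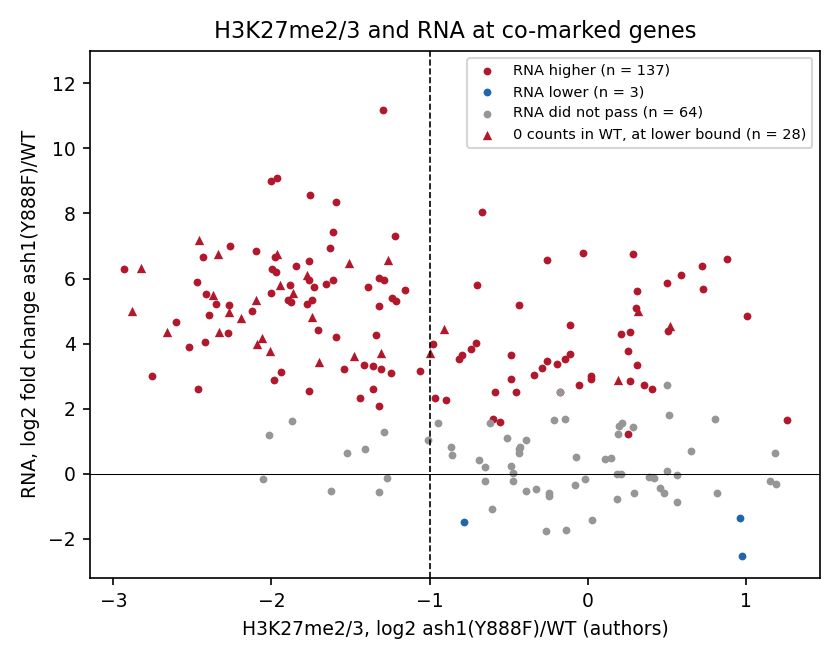
RNA log2 fold change in *ash1*(Y888F) over WT (edgeR) against the H3K27me2/3 log2 ratio of the authors' table for the 204 tested co-marked genes. Red points rose (137), blue points fell (3), grey points did not pass (64), triangles are the 28 genes at 0 in WT, drawn at their lower bounds, and left of the dashed line, where H3K27me2/3 is down at least 2-fold, no point is blue.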

The loss of ASH1-catalyzed H3K36me and resultant loss of H3K27me2/3 was accompanied by accumulation of H3K27 acetylation (ac) and derepression of affected genes (Figure 5C,D, Figure 5—figure supplement 2).

**Figure 5.**
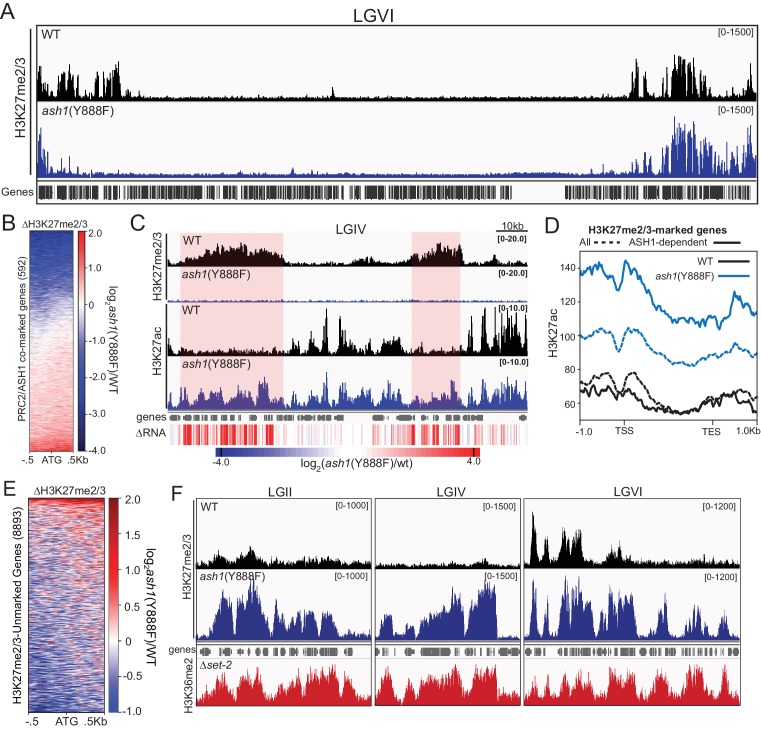
ASH1 activity differentially regulates H3K27me2/3 accumulation. (**A**) Representative IGV tracks of H3K27me2/3 in WT and *ash1*(Y888F) are shown for LGVI. Gene locations are included for reference. (**B**) Heatmap highlighting frequency and intensity of H3K27me2/3 loss over in the *ash1*(Y888F) background. (**C**) IGV tracks of H3K27me2/3 and H3K27ac in WT and *ash1*(Y888F) strains. Regions of H3K27ac accumulation correlating with gene upregulation (ΔRNA track) are highlighted. (**D**) Metaplot of H3K27ac accumulation in WT (black) and *ash1*(Y888F) (blue) strains at either all WT H3K27me2/3-marked genes (dashed line) or genes identified as ‘ASH1-dependent’ (solid line). (**E**) Change in H3K27me2/3 signal intensity by ChIPseq in the *ash1*(Y888F) background. Only genes established as ‘unmarked’ are included (Figure 4B). (**F**) ChIPseq tracks demonstrating H3K27me2/3 gains in *ash1*(Y888F) and comparison to H3K36me2 in the *set-2* background. Depicted regions were selected for their multiple aberrant domains of H3K27me3.

**Figure 5—figure supplement 1.**
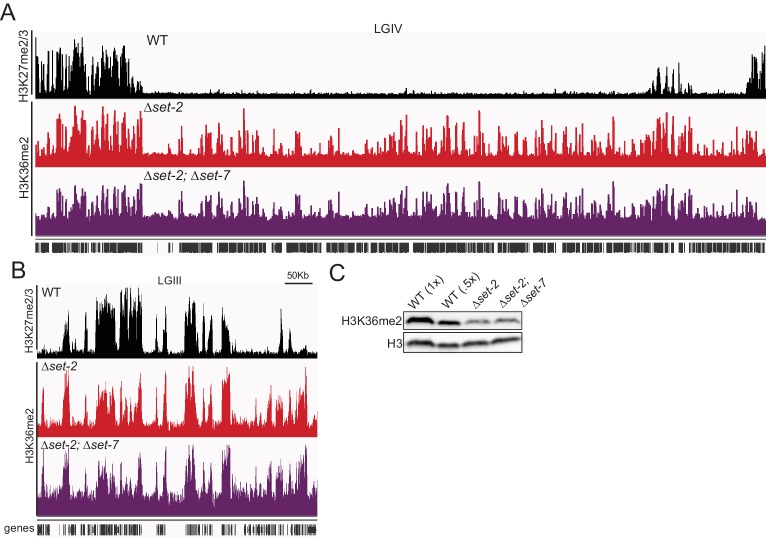
(**A, B**) H3K36me2 ChIPseq in a *set-2; set-7* strain displayed on IGV with WT H3K27me2/3 and *set-2* H3K36me2. All of LGIV is included in (**A**) and a zoomed-in segment of LGIII in (**B**). (**C**) Immunoblotting H3K36me2 and H3 in WT, *set-2*, and *set-2; set-7* strains.

**Figure 5—figure supplement 2.**
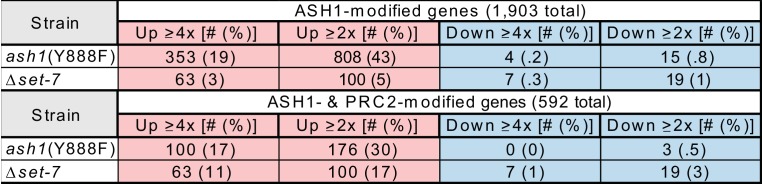
Gene expression changes are summarized for genes marked by ASH1-catalyzed H3K36me2 (Top) and genes comarked by ASH1-catalyzed H3K36me2 and SET-7-catalyzed H3K27me2/3 (Bottom) in the *ash1*(Y888F) and Δ*set-7* strains. Results for Δ*set-7* are derived from Klocko et al., 2016. 10.7554/eLife.41497.012Figure 5—figure supplement 2—Source data 1 .Gene expression changes (log2 *ash1*(Y888F)/wt).

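In *ash1*(Y888F), 142 of the 213 tested ASH1-marked genes with H3K27me2/3 rose (66.7%) and 4 fell, and 539 of the 954 tested without it rose (56.5%) and 13 fell. The 4 were *gh10-3* (log2 -1.36), *NCU07119* (-2.70), *NCU07610* (-2.54) and *NCU09185* (-1.47), named after their values were seen. All but *NCU07119* missed without WT replicate 1 (adjusted p 0.281, 0.104 and 0.254), and *NCU07610* also with the parent as WT (adjusted p = 0.504). Large rises were found in both groups. *NCU08818*, with H3K27me2/3, had 1 and 0 counts in WT and 159 and 2776 in the mutant, a ratio of 3084 (95% counting interval 553 to 121862), and *NCU08615*, without it, rose at least 122-fold from 0 counts in WT. The median log2 fold change was 3.38 with H3K27me2/3 (3.35 with genes at 0 in WT set to their lower bounds) and 2.13 without, and the fold change, whether or not it passed, was at least 2 for 75.1% and 67.1% and at least 4 for 65.3% and 51.5%. With the paper's own log2 values the shares were 34.3% and 45.7% at 2-fold (Fisher's exact test, p = 5.63e-06) and 19.4% and 18.2% at 4-fold. These are shares of tested genes, and only 213 of the 600 listed co-marked genes had enough counts to be tested, against 954 of 1370. Detection alone ran the other way. Of 439 co-marked genes with at most 3 counts in WT 127 (28.9%) reached at least 10 in the mutant, and of 568 such genes without H3K27me2/3 329 (57.9%) did. By edgeR the shares of tested genes that rose differed (odds ratio 1.54, Fisher's exact test, p = 0.00707), but other settings gave the other order. It was 46.3% against 47.1% with DESeq2 (Fisher's exact test, p = 0.809) and 36.3% against 46.0% without a filter on low counts (p = 0.000362). In Δ*set-2* 61 of 119 tested genes with H3K27me2/3 rose (51.3%) and 230 of 655 without (35.1%; odds ratio 1.94, p = 0.000985, Fisher's exact test). There too detection alone ran the other way. Of the 439 and 568 genes with at most 3 counts in WT, 20 (4.56%) with and 59 (10.4%) without H3K27me2/3 reached 10 counts. The Δ*set-7* strain of the figure was not analysed here.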

In addition to identifying ASH1-dependent H3K27me2/3, we also found domains of H3K27me2/3-competent chromatin where the ASH1 mark prevented H3K27me2/3. 

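The largest H3K27me2/3 losses among co-marked genes in *ash1*(Y888F) were at *NCU12045* on LG VII (706753 to 707589, log2 -2.97), *NCU12078* on LG VI (467360 to 467683, -2.97), *NCU04703* (-2.94) and *NCU04709* on LG VI (467743 to 468262, -2.92), so that 3 of the 4 lie within 20 kb of one another. *NCU12045* had 0 counts in WT and 12 and 2 in the mutant, at least 4.90-fold higher, while *NCU12078* and *NCU04709* stayed at 2 counts or fewer per library. *NCU12078* and *NCU04709* start next to each other on opposite strands, so their 500 bp windows overlap and their losses are not separate measurements. The largest gains were at *NCU04935* on LG IV (789870 to 792552, log2 1.81), *NCU05713* and *NCU08192* on LG III (601856 to 603223, 1.57, and 4606355 to 4606862, 1.51) and *NCU09766* on LG II (4295876 to 4297457, the smallest of the 4), none of which had more than 3 counts in any WT or *ash1*(Y888F) library, although *NCU04935* had 44 and 98 in Δ*set-2*. A gain of at least 2-fold was found at 25 of the 592 genes (4.22%), 10 of them on LG III, and 22 lay more than 200 kb from the outermost gene. Only 5 of the 25 could be tested for RNA, and 2 rose. *NCU05713* was also among the genes with the largest gain of H3K27me3 in Δ*npf*. The table has no replicates, and only 7 of its genes, *NCU09766* among them, are outside the authors' H3K27me2/3 list for WT, so new marks elsewhere were not looked at. From losses at some genes and gains at others, the paper concludes that H3K36 methylation by ASH1 has both a positive and a negative influence on H3K27me2/3.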

In the *ash1* mutant, 128 genes gain H3K27me2/3 (defined as >2 fold increase over background) (Figure 5E), whereas 180 genes lost the H3K27me2/3 mark (Figure 5B). Importantly, these new domains of PRC2-marked chromatin in the *ash1*(Y888F) strain are delineated by regions normally marked with ASH1-catalyzed H3K36me2 (Figure 5F). Thus, ASH1 catalyzed H3K36me can both positively and negatively influence H3K27me2/3 accumulation.

## Discussion

With the notable exception of yeasts, the H3K36me pathway of eukaryotes is divided between Set2 orthologs (SET2D in humans), which can catalyze mono-, di-, and tri-methylation, and a group of specialized KMTs that largely catalyze mono/di-methylation (Wagner and Carpenter, 2012). Study of the functional relationships between Set2-orthologs and the mono/di-KMTs has been limited, in part because numerous dedicated H3K36 mono/di-KMTs are found in higher organisms (e.g. seven in mammals) and these enzymes – as well as the Set2-ortholog – are typically essential, making determination of their independent actions difficult or impossible (Wagner and Carpenter, 2012). To address unresolved questions regarding the functional relationship between H3K36 KMTs, we took advantage of the simplified H3K36me pathway of *N. crassa*, which we showed consists of two H3K36 KMTs, SET-2 and ASH1. Unlike SET-2 (Adhvaryu et al., 2005), ASH1 appears to be essential for viability but we found that the organism tolerates a catalytic null mutation of *ash1*, allowing us to assess the relative contribution of the two KMTs. By dissecting the roles of these enzymes, we uncovered a previously undescribed pathway that connects ASH1-catalyzed H3K36me to repression of poorly transcribed genes. Curiously, we found that much of ASH1-marked chromatin is characterized by H3K27me2/3-competency. Not only did native domains of H3K27me overlap with domains of ASH1-catalyzed H3K36me, but experimentally-induced domains of H3K27me2/3 selectively spread to ASH1-marked chromatin.

RNAPII-associated SET-2 is generally considered to be the only KMT capable of catalyzing H3K36me3 (Adhvaryu et al., 2005), and based upon biochemical studies with Drosophila and human orthologs (An et al., 2011; Yuan et al., 2011) we expected ASH1 to act as a dedicated H3K36 mono/di-KMT. Conservation of a tyrosine residue at the ‘F/Y-switch’ of its SET domain (Figure S1A) supported this expectation (Collins et al., 2005). Results of western blotting suggested, however, that ASH1 is responsible for ~5% of global H3K36me3 (Figure 1) in the absence of SET-2, and the ASH1 homologs of *Fusarium fugikuroi* and *Plasmodium falciparum* have also been reported to have H3K36me3 activity (Janevska et al., 2018; Jiang et al., 2013). Although we detected ASH1-catalyzed H3K36me3 in vivo with different, independently validated, antibodies and techniques, it remains possible these antibodies recognized residual H3K36me2 or that ASH1 can convert H3K36me2 to –me3 but only in the absence of SET-2.

Neurospora SET-2 catalyzes H3K36me2/3 across the bodies of active genes, much as in yeast (Krogan et al., 2003; Li et al., 2003), whereas ASH1 is responsible H3K36me2/3 across large domains that encompass multiple genes and intergenic regions. Interestingly, genes marked by ASH1 are silent or poorly transcribed and are largely reliant upon the mark for their repressed state. Genes that were derepressed by inactivation of ASH1 were mostly ‘SET-2-comarked,’ that is, they only lost H3K36me in the absence of both KMTs. It will be interesting to learn how ASH1 is directed to where it acts, that is, in domains of lowly transcribed genes. Neurospora ASH1 does not display telling conserved protein domains, but does have an AT-hook that might interact with the minor-groove of A/T-rich DNA. Constitutive heterochromatin in Neurospora is characterized by A/T-rich DNA (Cambareri et al., 1989), but we found no indication that ASH1 functions at constitutive heterochromatin; in fact, H3K36me appears to be normally excluded from such regions.

Our finding that ASH1 has a function in repression is not entirely surprising given prior evidence of H3K36me3 in recruiting repressive chromatin machinery (Fazzio et al., 2001; Keogh et al., 2005; Strahl et al., 2002) but it was striking to see the extent of its repressive influence. When compared to PRC2-catalyzed H3K27me2/3 (Jamieson et al., 2013), ASH1-catalyzed H3K36me appears to be the predominant repressive modification of poorly transcribed genes (H3K27me covers only ~30% of silent, ASH1-marked, genes). Given the collaborative relationship between H3K36 KMTs, chromatin remodelers, and histone deacetylases (HDACs) described in other organisms (Lee et al., 2013), we predict a role for nucleosome positioning and histone deacetylation in ASH1-mediated repression. Here, we observed an accumulation of H3K27ac following loss of ASH1-dependent H3K27me2/3, but it is unclear if this is a passive product of H3K27me2/3 loss or if there is an active role for H3K27me2/3 in exclusion.

Future studies should examine the Neurospora counterpart of the yeast HDAC complex, RPD3 Small (RPD3S), which includes the H3K36me3 reader, EAF-3 (Joshi and Struhl, 2005; Keogh et al., 2005). RPD3S activity appears to be dependent upon proper nucleosome spacing established by Isw2 and Chd1, which together apparently organize and stabilize nucleosomes to restrict internal initiation by RNAPII in the wake of transcription (Carrozza et al., 2005; Fazzio et al., 2001; Lee et al., 2013; Li et al., 2007a; Smolle et al., 2012). Importantly, this mechanism is dependent upon transcription, as H3K36me3 deposition by SET-2 is strictly tied to elongating RNAPII (Youdell et al., 2008). Our results support a related transcription-independent mechanism that maintains gene repression at facultative heterochromatin. ASH1 would establish the H3K36me mark required to recruit RPD3S, while chromatin remodelers would establish proper nucleosome positions to facilitate RPD3S deacetylase activity. To test this hypothesis, further study of the RPD3S HDAC will be required, but it will be challenging as the *N. crassa* ortholog of Rpd3 (HDA-3) is essential, and other units of the complex – EAF-3, SIN3, and NPF – are components of various other chromatin modifying complexes (Jamieson et al., 2013; Sathianathan et al., 2016). Notably, orthologs of EAF-3 and NPF (Mrg15 and Nurf55, respectively) have recently been identified as Ash-1 complex members in Drosophila (Huang et al., 2017; Schmähling et al., 2018), further supporting a connection to RPD3.

Perhaps the most surprising observation from our study was the substantial overlap of H3K27me2/3 at ASH1-marked chromatin. Neurospora H3K27me2/3 is catalyzed by a PRC2 complex that is highly similar to those found in metazoans (Jamieson et al., 2013) but *N. crassa* has no apparent PRC1 components. Even in higher organisms, the mechanism of repression mediated by PRC2 and H3K27me2/3 is far from clear, necessitating additional studies. Interestingly, we observed in Neurospora that loss of ASH1-dependent H3K36 methylation was associated with both losses and gains of H3K27me2/3. Early work with Drosophila gave evidence that ASH1 opposes the action of PRC2 function (Klymenko and Müller, 2004; Shearn, 1989), consistent with the observation that the presence of H3K36me on a histone tail can inhibit PRC2 activity in cis (Yuan et al., 2011), but our findings suggest the situation is more complicated. We found new domains of H3K27me2/3 at ASH1-regulated regions when ASH1 was inactivated, suggesting the presence of the ASH1 mark prevents H3K27me2/3. In addition, we found that ASH1 drives repression, and derepression associated with ASH1 inactivation is frequently accompanied by H3K27me2/3 loss. These seemingly opposing activities may reflect differential histone modifications and accompanying effector proteins found at those regions. Or perhaps, similar to plants, different forms of PRC2 may exist that respond differently to the presence of H3K36me (Schmitges et al., 2011). These possibilities will be interesting to investigate in the future. Finally, it is important to note that though it was initially surprising to find genome-wide colocalization of H3K27me2/3 with ASH1-catalyzed H3K36me2, this does not appear to be unique to Neurospora and other fungi, as recent work with embryonic stem cells revealed apparent cross-talk of these marks (Streubel et al., 2018).

Our work supports a model in which the genes of *N. crassa* are separated into two compartments depending upon their source of H3K36me (Figure 6). Actively transcribed genes possess SET-2-catalyzed H3K36me2/3 specific to the gene body, while silent and infrequently transcribed genes are covered in large domains of ASH1-catalyzed H3K36me2/3. In both cases, H3K36me appears to act as a repressive mark, protecting active genes against internal cryptic-transcription (Li et al., 2007b) and blocking general transcription at inactive genes. The repressed state of ASH1-modified chromatin is largely contingent upon the presence of ASH1-catalyzed H3K36me, but can be further modified with H3K27me2/3 catalyzed by the PRC2 complex to support repression.

**Figure 6.**
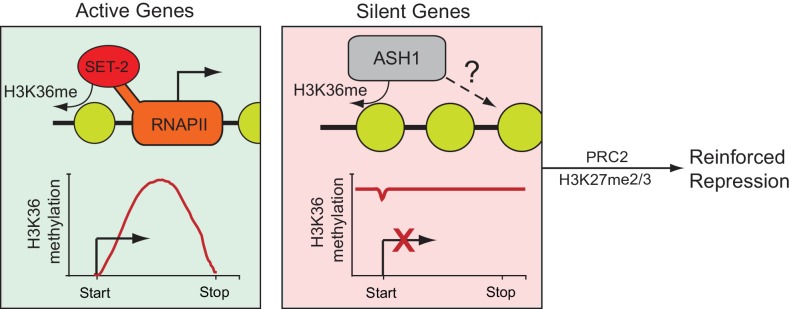
Model for H3K36me deposition in *Neurospora crassa.* Neurospora genes can be divided into two groups depending upon their source of H3K36me. SET-2 marks the gene body of actively transcribed genes, and conversion to the trimethylated state is tied to transcription. ASH1 establishes large domains of H3K36me that covers silent genes and flanking regions. ASH1 predominantly deposits H3K36me2, but also appears to have the capacity to produce H3K36me3; the significance of di- versus tri-methylation remains unclear. In both cases, H3K36me appears to have a repressive function, protecting active genes from cryptic transcription and maintaining general repression of inactive genes. Genes marked by ASH1 can be co-modified by PRC2 with H3K27me2/3. Genes marked by both ASH1 and PRC2 appear ‘locked’ in a dormant state (i.e., they are less likely to be activated in the absence of ASH1).

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*N. crassa*)	*WT*	FGSC#6103	N623	*mat A; his-3*
Strain, strain background (*N. crassa*)	*WT*	Honda and Selker, 2008	N2930	*mat A; his-3;* *∆mus-52::bar*
Strain, strain background (*N. crassa*)	*WT*	FGSC#2489	N3752	*mat A*
Strain, strain background (*N. crassa*)	*WT*	FGSC#4200	N3753	*mat a*
Strain, strain background (*N. crassa*)	*ash1-3xFLAG*	this study	N4865	*mat A; his-3*; *ash1-* *3xFLAG::hph*
Strain, strain background (*N. crassa*)	*ash1(Y888F)*	this study	N4877	*mat A; his-3*; *ash1(Y888F)−* *3xFLAG::hph;* *∆mus-52::bar*
Strain, strain background (*N. crassa*)	*ash1(Y888F)*	this study	N4878	*mat A; his-3*; *ash1(Y888F)* *−3xFLAG::hph*
Strain, strain background (*N. crassa*)	*ash1(Y888F)*	this study	N6268	*mat A; his-3*; *ash1(Y888F)* *−3xFLAG::hph*
Strain, strain background (*N. crassa*)	*ash1(Y888F)*	this study	N6269	*mat A; his-3*; *ash1(Y888F)* *−3xFLAG::hph*
Strain, strain background (*N. crassa*)	*ash1(Y888F)*	this study	N6875	*mat a*; *ash1(Y888F)−3x* *FLAG::nat*
Strain, strain background (*N. crassa*)	*ash1(Y888F)*	this study	N6878	*mat a*; *ash1(Y888F)* *−3xFLAG::nat;* *∆mus-52::bar*
Strain, strain background (*N. crassa*)	*∆set-2*	FGSC#15504	N5761	*mat a;* *∆set-2::hph*
Strain, strain background (*N. crassa*)	*∆set-2*	this study	N6335	*mat A;* *∆set-2::hph*
Strain, strain background (*N. crassa*)	*set-2(∆SRI)*	this study	N6956	*mat A;* *set-2(∆SRI)* *::nat*
Strain, strain background (*N. crassa*)	*∆set-7*	FGSC# 11182	N4718	*mat a*; *∆set-7::hph*
Strain, strain background (*N. crassa*)	*∆set-7*	Jamieson et al., 2018	N4730	*mat A; ∆set-7::bar*
Strain, strain background (*N. crassa*)	*∆npf*	FGSC# 13915	N4721	*mat a; ∆npf::hph*
Strain, strain background (*N. crassa*)	*ash1(Y888F);* *∆set-2::nat*	this study	N6266	*mat A;* *his-3*; *ash1(Y888F)* *−3xFLAG::hph;* *∆set-2::nat;* *∆mus-52::bar*
Strain, strain background (*N. crassa*)	*ash1(Y888F);* *∆set-2*	this study	N6267	*mat A; his-3*; *ash1(Y888F)* *−3xFLAG::hph;* *∆set-2::nat*
Strain, strain background (*N. crassa*)	*∆set-2;* *∆set-7*	this study	N6333	*mat ?*; *∆* *set-2::hph;* *∆set-7::bar*
Strain, strain background (*N. crassa*)	*∆set-2;* *∆set-7*	this study	N6334	*mat ?*; *∆set-2::hph;* *∆set-7::bar*
Strain, strain background (*N. crassa*)	csr-1: (TTAGGG)17	Jamieson et al., 2018	N6383	mat a; csr-1: (TTAGGG)17; ∆mus-52::bar
Antibody	H3K36me3	*Cell* *Signaling*	Cat#4909S, Clone (D5A7))	immunoblot (1:1000)
Antibody	H3K36me2	*Abcam*	Cat#ab9049	immunoblot (1:1000)
Antibody	Histone H3	*Abcam*	Cat#ab1791	immunoblot (1:2000)
Antibody	IRDye 680RD Goat-anti-Rabbit secondary antibody	*Licor*	Cat#926–68071	immunoblot (1:5000)
Antibody	H3K27me3	*Millipore*	Cat#07–449	Chromatin immuno precipitation
Antibody	H3K36me3	*Abcam*	Cat#ab9050	Chromatin immuno precipitation
Antibody	H3K36me2	*Abcam*	Cat#ab9049	Chromatin immuno precipitation
Antibody	H3K27ac	*ActiveMotif*	Cat#39133	Chromatin immuno precipitation
Antibody	H3K27me2/3	*ActiveMotif*	Cat#39535	Chromatin immuno precipitation

### Neurospora strains and molecular analyses

All Neurospora strains used in this study are listed in Key resources table. Strains were grown, crossed, and maintained according to standard procedures (Davis, 2000). Knockout and mutant strains were either taken from the Fungal Genetic Stock Center knockout collection (Colot et al., 2006; McCluskey et al., 2010) or generated as previously described (Honda and Selker, 2009). ASH1 mutations were made with a QuickChange site-directed mutagenesis kit (Stratagene) and PCR-based mutagenesis with the In-Fusion HD cloning system (Takara). The follow primer sets were used for quantitative real-time (qRT) PCR: *8:G3* (CGTAGAGAAGGGAAGTAGTAG; GCACAATACGAAGTCACTTTTCGCC), *NCU07152* (GGCAACAGAGGCTGTGCTGC, CGCAAAGATGCCGCACCTGTC), *hH4* (CATCAAGGGGTCATTCAC, TTTGGAATCACCCTCCAG).

### Immunoblotting

Immunoblotting was performed as previously described (Honda and Selker, 2008). Briefly, Neurospora extracts were produced by sonication in extraction buffer (50 mM Hepes pH7.5, 1 mM EDTA, 150 mM NaCl, 10% Glycerol, 0.02% NP40) supplemented with cOmplete ULTRA protease inhibitor cocktail tablets (Roche, 05892970001). The following antibodies were used for immunoblotting: H3K36me3 (Cell Signaling, Cat#4909S, Clone (D5A7)), H3K36me2 (Abcam, Cat#ab9049), Histone H3 (Abcam, Cat#ab1791), IRDye 680RD Goat-anti-Rabbit secondary antibody (Licor, Cat#926 – 68071).

### ChIP and library preparation

ChIP was performed as previously described (Jamieson et al., 2016). qPCR was performed using the Quanta Biosciences PerfeCTa Sybr Green FastMix and an Applied Biosystems Step One Plus Real-Time PCR System. ChIP-libraries were prepared as previously described (Jamieson et al., 2016) and sequencing was performed using an Illumina NextSeq 500 or HiSeq 4000 sequencer with 75- or 100-nt single-end reads, respectively. All sequencing reads were mapped to the corrected *N. crassa* OR74A (NC12 genome) (Galazka et al., 2016) using Bowtie2 (Langmead and Salzberg, 2012). ChIP-seq read coverage was averaged, normalized, and analyzed using tools available from deepTools2 (Ramírez et al., 2016) and SAMtools (Li et al., 2009) on the open-source platform Galaxy (Afgan et al., 2016). Sequencing tracks are displayed as 25-nt-window TDF or bigWig files with the Integrative Genomics Viewer (IGV) (Robinson et al., 2011). The following antibodies were used for ChIP: H3K27me3 (Millipore, Cat#07 – 449), H3K36me3 (Abcam, Cat#ab9050), H3K36me2 (Abcam, Cat#ab9049), H3K27ac (ActiveMotif, Cat#39133), H3K27me2/3 (ActiveMotif, Cat#39535).

### RNA-seq

RNA was isolated (Jamieson et al., 2013), DNase treated (Thermo Fisher Scientific), cleaned (Agencourt RNAClean XP beads; Beckman Coulter), and Poly-A +RNA seq libraries prepared (KAPA Stranded mRNA-seq kit; KAPA Biosystems) and sequenced on a Illumina NextSeq 500 or HiSeq 4000 sequencer with 75- or 100-nt single-end reads, respectively. High-quality (Kmer filtering) adapter-trimmed reads were identified (Stacks) (Catchen et al., 2013), mapped (TopHat2) (Kim et al., 2013), sorted (SAMTools) (Li et al., 2009), and directionality-preserved read numbers for genes were calculated (HTSeq) (Anders et al., 2015). Differential gene expression (DESeq2) (Love et al., 2014) analysis examined pair-wise differences between WT and mutants or within replicates.

### Sequencing analysis and bioinformatics

Sequencing analysis was performed with previously described software using the open-source platform Galaxy (Afgan et al., 2016). Tools available from DeepTools (Ramírez et al., 2016) were used for the following: 1) bamCoverage was used to generate coverage bigWig files; 2) bamCompare was used to normalize and obtain log_2_ratios from two BAM files; 3) computeMatrix was used to prepare data for heatmaps or profiles; 4) plotHeatmap was used to create heatmaps for score distributions; 5) plotProfile was used to create meta-plots of score distributions. Tools available from SAMtools (Li et al., 2009) were used for the following: 1) BedCov was used to calculate read depth over given intervals; 2) Merge BAM Files was used to combine replicates. GraphPad Prism was used to analyze frequencies and prepare histograms.

### Accession numbers

Complete ChIP-seq and RNA-seq files, gene expression values, ChIP-seq intensity values have been deposited in NCBI’s Gene Expression Omnibus (GEO; http://ncbi.nlm.nih.gov/geo) and are accessible through GEO Series accession number GSE118495 and, as part of a previously reported series GSE82222 (Klocko et al., 2016) and GSE104019 (Jamieson et al., 2018).

### Materials

Requests for materials should be addressed to VTB and EUS. All *Neurospora crassa* strains are available at the Fungal Genetic Stock Center (McCluskey et al., 2010).

## Additional files

Transparent reporting form

### Data availability

All source data files can be found with our GEO submission (GSE118495). The accession numbers for our GEO data set and the data sets of other relevant submissions are included in the Materials and Methods section. GEO submissions include raw HT-sequencing files for all biological replicates, the processed version of these files ready for display on IGV (or other viewer), associated data tables, and region/domain definitions (BED files).

The following dataset was generated:

BicoccaVTOrmsbyTAdhvaryuKKHondaSSelkerEU2018ASH-1-catalyzed H3K36 methylation drives gene repression and marks H3K27me2/3-competent chromatinNCBI Gene Expression OmnibusGSE11849510.7554/eLife.41497PMC625162430468429

The following previously published datasets were used:

KlockoADOrmsbyTGalazkaJMUesakaMLeggettNHondaSFreitagMSelkerEU2016Neurospora crassa genome organization requires subtelomeric facultative heterochromatinNCBI Gene Expression OmnibusGSE8222210.1073/pnas.1615546113PMC520655527856763

JamiesonKMcNaughtKJLeggettNAOrmsbyTHondaSSelkerEU2018Telomere repeats induce domains of H3K27 methylation in NeurosporaNCBI Gene Expression OmnibusGSE10401910.7554/eLife.31216PMC575220229297465

## References

[bib1] Adhvaryu KK, Morris SA, Strahl BD, Selker EU (2005). Methylation of histone H3 lysine 36 is required for normal development in *Neurospora crassa*. Eukaryotic Cell.

[bib2] Afgan E, Baker D, van den Beek M, Blankenberg D, Bouvier D, Čech M, Chilton J, Clements D, Coraor N, Eberhard C, Grüning B, Guerler A, Hillman-Jackson J, Von Kuster G, Rasche E, Soranzo N, Turaga N, Taylor J, Nekrutenko A, Goecks J (2016). The Galaxy platform for accessible, reproducible and collaborative biomedical analyses: 2016 update. Nucleic Acids Research.

[bib3] An S, Yeo KJ, Jeon YH, Song JJ (2011). Crystal structure of the human histone methyltransferase ASH1L catalytic domain and its implications for the regulatory mechanism. Journal of Biological Chemistry.

[bib4] Anders S, Pyl PT, Huber W (2015). HTSeq--a Python framework to work with high-throughput sequencing data. Bioinformatics.

[bib5] Black JC, Manning AL, Van Rechem C, Kim J, Ladd B, Cho J, Pineda CM, Murphy N, Daniels DL, Montagna C, Lewis PW, Glass K, Allis CD, Dyson NJ, Getz G, Whetstine JR (2013). KDM4A lysine demethylase induces site-specific copy gain and rereplication of regions amplified in tumors. Cell.

[bib6] Cambareri EB, Jensen BC, Schabtach E, Selker EU (1989). Repeat-induced G-C to A-T mutations in Neurospora. Science.

[bib7] Cancer Genome Atlas Network (2015). Comprehensive genomic characterization of head and neck squamous cell carcinomas. Nature.

[bib8] Carrozza MJ, Li B, Florens L, Suganuma T, Swanson SK, Lee KK, Shia WJ, Anderson S, Yates J, Washburn MP, Workman JL (2005). Histone H3 methylation by Set2 directs deacetylation of coding regions by Rpd3S to suppress spurious intragenic transcription. Cell.

[bib9] Catchen J, Hohenlohe PA, Bassham S, Amores A, Cresko WA (2013). Stacks: an analysis tool set for population genomics. Molecular Ecology.

[bib10] Collins RE, Tachibana M, Tamaru H, Smith KM, Jia D, Zhang X, Selker EU, Shinkai Y, Cheng X (2005). In vitro and in vivo analyses of a Phe/Tyr switch controlling product specificity of histone lysine methyltransferases. Journal of Biological Chemistry.

[bib11] Colot HV, Park G, Turner GE, Ringelberg C, Crew CM, Litvinkova L, Weiss RL, Borkovich KA, Dunlap JC (2006). A high-throughput gene knockout procedure for *Neurospora* reveals functions for multiple transcription factors. PNAS.

[bib12] Davis RH (2000). Neurospora: Contributions of a Model Organism.

[bib13] Dillon SC, Zhang X, Trievel RC, Cheng X (2005). The SET-domain protein superfamily: protein lysine methyltransferases. Genome Biology.

[bib14] Fang D, Gan H, Lee JH, Han J, Wang Z, Riester SM, Jin L, Chen J, Zhou H, Wang J, Zhang H, Yang N, Bradley EW, Ho TH, Rubin BP, Bridge JA, Thibodeau SN, Ordog T, Chen Y, van Wijnen AJ, Oliveira AM, Xu RM, Westendorf JJ, Zhang Z (2016). The histone H3.3K36M mutation reprograms the epigenome of chondroblastomas. Science.

[bib15] Fazzio TG, Kooperberg C, Goldmark JP, Neal C, Basom R, Delrow J, Tsukiyama T (2001). Widespread collaboration of Isw2 and Sin3-Rpd3 chromatin remodeling complexes in transcriptional repression. Molecular and Cellular Biology.

[bib16] Freitag M, Hickey PC, Khlafallah TK, Read ND, Selker EU (2004). HP1 is essential for DNA methylation in *Neurospora*. Molecular Cell.

[bib17] Galazka JM, Klocko AD, Uesaka M, Honda S, Selker EU, Freitag M (2016). *Neurospora* chromosomes are organized by blocks of importin alpha-dependent heterochromatin that are largely independent of H3K9me3. Genome Research.

[bib18] Gaydos LJ, Rechtsteiner A, Egelhofer TA, Carroll CR, Strome S (2012). Antagonism between MES-4 and Polycomb repressive complex 2 promotes appropriate gene expression in *C. elegans* germ cells. Cell Reports.

[bib19] He J, Nguyen AT, Zhang Y (2011). KDM2b/JHDM1b, an H3K36me2-specific demethylase, is required for initiation and maintenance of acute myeloid leukemia. Blood.

[bib20] Ho JW, Jung YL, Liu T, Alver BH, Lee S, Ikegami K, Sohn KA, Minoda A, Tolstorukov MY, Appert A, Parker SC, Gu T, Kundaje A, Riddle NC, Bishop E, Egelhofer TA, Hu SS, Alekseyenko AA, Rechtsteiner A, Asker D, Belsky JA, Bowman SK, Chen QB, Chen RA, Day DS, Dong Y, Dose AC, Duan X, Epstein CB, Ercan S, Feingold EA, Ferrari F, Garrigues JM, Gehlenborg N, Good PJ, Haseley P, He D, Herrmann M, Hoffman MM, Jeffers TE, Kharchenko PV, Kolasinska-Zwierz P, Kotwaliwale CV, Kumar N, Langley SA, Larschan EN, Latorre I, Libbrecht MW, Lin X, Park R, Pazin MJ, Pham HN, Plachetka A, Qin B, Schwartz YB, Shoresh N, Stempor P, Vielle A, Wang C, Whittle CM, Xue H, Kingston RE, Kim JH, Bernstein BE, Dernburg AF, Pirrotta V, Kuroda MI, Noble WS, Tullius TD, Kellis M, MacAlpine DM, Strome S, Elgin SC, Liu XS, Lieb JD, Ahringer J, Karpen GH, Park PJ (2014). Comparative analysis of metazoan chromatin organization. Nature.

[bib21] Honda S, Selker EU (2008). Direct interaction between DNA methyltransferase DIM-2 and HP1 is required for DNA methylation in *Neurospora crassa*. Molecular and Cellular Biology.

[bib22] Honda S, Selker EU (2009). Tools for fungal proteomics: multifunctional *Neurospora* vectors for gene replacement, protein expression and protein purification. Genetics.

[bib23] Huang C, Yang F, Zhang Z, Zhang J, Cai G, Li L, Zheng Y, Chen S, Xi R, Zhu B (2017). Mrg15 stimulates Ash1 H3K36 methyltransferase activity and facilitates Ash1 Trithorax group protein function in *Drosophila*. Nature Communications.

[bib24] Jaju RJ, Fidler C, Haas OA, Strickson AJ, Watkins F, Clark K, Cross NC, Cheng JF, Aplan PD, Kearney L, Boultwood J, Wainscoat JS (2001). A novel gene, NSD1, is fused to NUP98 in the t(5;11)(q35;p15.5) in de novo childhood acute myeloid leukemia. Blood.

[bib25] Jamieson K, Rountree MR, Lewis ZA, Stajich JE, Selker EU (2013). Regional control of histone H3 lysine 27 methylation in *Neurospora*. PNAS.

[bib26] Jamieson K, Wiles ET, McNaught KJ, Sidoli S, Leggett N, Shao Y, Garcia BA, Selker EU (2016). Loss of HP1 causes depletion of H3K27me3 from facultative heterochromatin and gain of H3K27me2 at constitutive heterochromatin. Genome Research.

[bib27] Jamieson K, McNaught KJ, Ormsby T, Leggett NA, Honda S, Selker EU (2018). Telomere repeats induce domains of H3K27 methylation in Neurospora. eLife.

[bib28] Janevska S, Baumann L, Sieber CMK, Münsterkötter M, Ulrich J, Kämper J, Güldener U, Tudzynski B (2018). Elucidation of the two H3K36me3 histone methyltransferases set2 and Ash1 in *Fusarium fujikuroi* unravels their different chromosomal targets and a major impact of Ash1 on genome stability. Genetics.

[bib29] Jiang L, Mu J, Zhang Q, Ni T, Srinivasan P, Rayavara K, Yang W, Turner L, Lavstsen T, Theander TG, Peng W, Wei G, Jing Q, Wakabayashi Y, Bansal A, Luo Y, Ribeiro JM, Scherf A, Aravind L, Zhu J, Zhao K, Miller LH (2013). PfSETvs methylation of histone H3K36 represses virulence genes in *Plasmodium falciparum*. Nature.

[bib30] Joshi AA, Struhl K (2005). Eaf3 chromodomain interaction with methylated H3-K36 links histone deacetylation to Pol II elongation. Molecular Cell.

[bib31] Keogh MC, Kurdistani SK, Morris SA, Ahn SH, Podolny V, Collins SR, Schuldiner M, Chin K, Punna T, Thompson NJ, Boone C, Emili A, Weissman JS, Hughes TR, Strahl BD, Grunstein M, Greenblatt JF, Buratowski S, Krogan NJ (2005). Cotranscriptional set2 methylation of histone H3 lysine 36 recruits a repressive Rpd3 complex. Cell.

[bib32] Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biology.

[bib33] Kizer KO, Phatnani HP, Shibata Y, Hall H, Greenleaf AL, Strahl BD (2005). A novel domain in Set2 mediates RNA polymerase II interaction and couples histone H3 K36 methylation with transcript elongation. Molecular and Cellular Biology.

[bib34] Klocko AD, Ormsby T, Galazka JM, Leggett NA, Uesaka M, Honda S, Freitag M, Selker EU (2016). Normal chromosome conformation depends on subtelomeric facultative heterochromatin in *Neurospora crassa*. PNAS.

[bib35] Klocko AD, Uesaka M, Ormsby T, Rountree MR, Wiles ET, Adhvaryu KK, Honda S, Selker EU (2018). Nucleosome positioning by DIM-1 prevents aberrant DNA methylation in *Neurospora*. Genetics.

[bib36] Klymenko T, Müller J (2004). The histone methyltransferases Trithorax and Ash1 prevent transcriptional silencing by Polycomb group proteins. EMBO reports.

[bib37] Kovac M, Navas C, Horswell S, Salm M, Bardella C, Rowan A, Stares M, Castro-Giner F, Fisher R, de Bruin EC, Kovacova M, Gorman M, Makino S, Williams J, Jaeger E, Jones A, Howarth K, Larkin J, Pickering L, Gore M, Nicol DL, Hazell S, Stamp G, O'Brien T, Challacombe B, Matthews N, Phillimore B, Begum S, Rabinowitz A, Varela I, Chandra A, Horsfield C, Polson A, Tran M, Bhatt R, Terracciano L, Eppenberger-Castori S, Protheroe A, Maher E, El Bahrawy M, Fleming S, Ratcliffe P, Heinimann K, Swanton C, Tomlinson I (2015). Recurrent chromosomal gains and heterogeneous driver mutations characterise papillary renal cancer evolution. Nature Communications.

[bib38] Krogan NJ, Kim M, Tong A, Golshani A, Cagney G, Canadien V, Richards DP, Beattie BK, Emili A, Boone C, Shilatifard A, Buratowski S, Greenblatt J (2003). Methylation of histone H3 by Set2 in *Saccharomyces cerevisia*e is linked to transcriptional elongation by RNA polymerase II. Molecular and Cellular Biology.

[bib39] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nature Methods.

[bib40] Lee CH, Wu J, Li B (2013). Chromatin remodelers fine-tune H3K36me-directed deacetylation of neighbor nucleosomes by Rpd3S. Molecular Cell.

[bib41] Li B, Howe L, Anderson S, Yates JR, Workman JL (2003). The Set2 histone methyltransferase functions through the phosphorylated carboxyl-terminal domain of RNA polymerase II. Journal of Biological Chemistry.

[bib42] Li B, Gogol M, Carey M, Lee D, Seidel C, Workman JL (2007a). Combined action of PHD and chromo domains directs the Rpd3S HDAC to transcribed chromatin. Science.

[bib43] Li B, Gogol M, Carey M, Pattenden SG, Seidel C, Workman JL (2007b). Infrequently transcribed long genes depend on the Set2/Rpd3S pathway for accurate transcription. Genes & Development.

[bib44] Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis G, Durbin R, Subgroup GPDP, 1000 Genome Project Data Processing Subgroup (2009). The Sequence Alignment/Map format and SAMtools. Bioinformatics.

[bib45] Liu J, Lee W, Jiang Z, Chen Z, Jhunjhunwala S, Haverty PM, Gnad F, Guan Y, Gilbert HN, Stinson J, Klijn C, Guillory J, Bhatt D, Vartanian S, Walter K, Chan J, Holcomb T, Dijkgraaf P, Johnson S, Koeman J, Minna JD, Gazdar AF, Stern HM, Hoeflich KP, Wu TD, Settleman J, de Sauvage FJ, Gentleman RC, Neve RM, Stokoe D, Modrusan Z, Seshagiri S, Shames DS, Zhang Z (2012). Genome and transcriptome sequencing of lung cancers reveal diverse mutational and splicing events. Genome Research.

[bib46] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biology.

[bib47] Lu C, Jain SU, Hoelper D, Bechet D, Molden RC, Ran L, Murphy D, Venneti S, Hameed M, Pawel BR, Wunder JS, Dickson BC, Lundgren SM, Jani KS, De Jay N, Papillon-Cavanagh S, Andrulis IL, Sawyer SL, Grynspan D, Turcotte RE, Nadaf J, Fahiminiyah S, Muir TW, Majewski J, Thompson CB, Chi P, Garcia BA, Allis CD, Jabado N, Lewis PW (2016). Histone H3K36 mutations promote sarcomagenesis through altered histone methylation landscape. Science.

[bib48] Mar BG, Bullinger LB, McLean KM, Grauman PV, Harris MH, Stevenson K, Neuberg DS, Sinha AU, Sallan SE, Silverman LB, Kung AL, Lo Nigro L, Ebert BL, Armstrong SA (2014). Mutations in epigenetic regulators including SETD2 are gained during relapse in paediatric acute lymphoblastic leukaemia. Nature Communications.

[bib49] McCluskey K, Wiest A, Plamann M (2010). The fungal genetics stock center: a repository for 50 years of fungal genetics research. Journal of Biosciences.

[bib50] Morris SA, Shibata Y, Noma K, Tsukamoto Y, Warren E, Temple B, Grewal SI, Strahl BD (2005). Histone H3 K36 methylation is associated with transcription elongation in *Schizosaccharomyces pombe*. Eukaryotic Cell.

[bib51] Papp B, Müller J (2006). Histone trimethylation and the maintenance of transcriptional ON and OFF states by trxG and PcG proteins. Genes & Development.

[bib52] Ramírez F, Ryan DP, Grüning B, Bhardwaj V, Kilpert F, Richter AS, Heyne S, Dündar F, Manke T (2016). deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Research.

[bib53] Robinson JT, Thorvaldsdóttir H, Winckler W, Guttman M, Lander ES, Getz G, Mesirov JP (2011). Integrative genomics viewer. Nature Biotechnology.

[bib54] Sathianathan A, Ravichandran P, Lippi JM, Cohen L, Messina A, Shaju S, Swede MJ, Ginsburg DS (2016). The Eaf3/5/7 subcomplex stimulates NuA4 interaction with methylated histone H3 Lys-36 and RNA polymerase II. Journal of Biological Chemistry.

[bib55] Schmähling S, Meiler A, Lee Y, Mohammed A, Finkl K, Tauscher K, Israel L, Wirth M, Philippou-Massier J, Blum H, Habermann B, Imhof A, Song JJ, Müller J (2018). Regulation and function of H3K36 di-methylation by the trithorax-group protein complex AMC. Development.

[bib56] Schmitges FW, Prusty AB, Faty M, Stützer A, Lingaraju GM, Aiwazian J, Sack R, Hess D, Li L, Zhou S, Bunker RD, Wirth U, Bouwmeester T, Bauer A, Ly-Hartig N, Zhao K, Chan H, Gu J, Gut H, Fischle W, Müller J, Thomä NH (2011). Histone methylation by PRC2 is inhibited by active chromatin marks. Molecular Cell.

[bib57] Schuettengruber B, Bourbon HM, Di Croce L, Cavalli G (2017). Genome regulation by polycomb and trithorax: 70 years and counting. Cell.

[bib58] Schwartzentruber J, Korshunov A, Liu XY, Jones DT, Pfaff E, Jacob K, Sturm D, Fontebasso AM, Quang DA, Tönjes M, Hovestadt V, Albrecht S, Kool M, Nantel A, Konermann C, Lindroth A, Jäger N, Rausch T, Ryzhova M, Korbel JO, Hielscher T, Hauser P, Garami M, Klekner A, Bognar L, Ebinger M, Schuhmann MU, Scheurlen W, Pekrun A, Frühwald MC, Roggendorf W, Kramm C, Dürken M, Atkinson J, Lepage P, Montpetit A, Zakrzewska M, Zakrzewski K, Liberski PP, Dong Z, Siegel P, Kulozik AE, Zapatka M, Guha A, Malkin D, Felsberg J, Reifenberger G, von Deimling A, Ichimura K, Collins VP, Witt H, Milde T, Witt O, Zhang C, Castelo-Branco P, Lichter P, Faury D, Tabori U, Plass C, Majewski J, Pfister SM, Jabado N (2012). Driver mutations in histone H3.3 and chromatin remodelling genes in paediatric glioblastoma. Nature.

[bib59] Shearn A (1989). The ash-1, ash-2 and trithorax genes of *Drosophila melanogaster* are functionally related. Genetics.

[bib60] Smolle M, Venkatesh S, Gogol MM, Li H, Zhang Y, Florens L, Washburn MP, Workman JL (2012). Chromatin remodelers Isw1 and Chd1 maintain chromatin structure during transcription by preventing histone exchange. Nature Structural & Molecular Biology.

[bib61] Strahl BD, Grant PA, Briggs SD, Sun ZW, Bone JR, Caldwell JA, Mollah S, Cook RG, Shabanowitz J, Hunt DF, Allis CD (2002). Set2 is a nucleosomal histone H3-selective methyltransferase that mediates transcriptional repression. Molecular and Cellular Biology.

[bib62] Streubel G, Watson A, Jammula SG, Scelfo A, Fitzpatrick DJ, Oliviero G, McCole R, Conway E, Glancy E, Negri GL, Dillon E, Wynne K, Pasini D, Krogan NJ, Bracken AP, Cagney G (2018). The H3K36me2 methyltransferase Nsd1 demarcates PRC2-Mediated H3K27me2 and H3K27me3 domains in embryonic stem cells. Molecular Cell.

[bib63] Tamaru H, Selker EU (2001). A histone H3 methyltransferase controls DNA methylation in *Neurospora crassa*. Nature.

[bib64] Tamaru H, Zhang X, McMillen D, Singh PB, Nakayama J, Grewal SI, Allis CD, Cheng X, Selker EU (2003). Trimethylated lysine 9 of histone H3 is a mark for DNA methylation in *Neurospora crassa*. Nature Genetics.

[bib65] Voigt P, LeRoy G, Drury WJ, Zee BM, Son J, Beck DB, Young NL, Garcia BA, Reinberg D (2012). Asymmetrically modified nucleosomes. Cell.

[bib66] Wagner EJ, Carpenter PB (2012). Understanding the language of Lys36 methylation at histone H3. Nature Reviews Molecular Cell Biology.

[bib67] Youdell ML, Kizer KO, Kisseleva-Romanova E, Fuchs SM, Duro E, Strahl BD, Mellor J (2008). Roles for Ctk1 and Spt6 in regulating the different methylation states of histone H3 lysine 36. Molecular and Cellular Biology.

[bib68] Young NL, DiMaggio PA, Plazas-Mayorca MD, Baliban RC, Floudas CA, Garcia BA (2009). High throughput characterization of combinatorial histone codes. Molecular & Cellular Proteomics.

[bib69] Yuan W, Xu M, Huang C, Liu N, Chen S, Zhu B (2011). H3K36 methylation antagonizes PRC2-mediated H3K27 methylation. Journal of Biological Chemistry.

How the deposited data were processed for this re-analysis (not part of the article)

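RNA was measured in WT (N623), the Δ*mus-52* parent (N2930), *ash1*(Y888F) (N4878) and Δ*set-2* (N5761), with 2 poly-A+ libraries each, and chromatin marks in WT, Δ*set-2*, *ash1*(Y888F) and Δ*npf* by ChIP-seq. The authors deposited RNA counts per gene that were not normalized. They prepared stranded libraries, filtered single-end reads by k-mer and trimmed adapters with Stacks, aligned with TopHat2, sorted with SAMtools and counted reads per gene and by strand with HTSeq. Versions of these tools are not given in the sources used here. Of the 8 count columns in a table that carries no column names, 1 is the first parent library, 3 are identical to other libraries, and the remaining 4 were not used because nothing names their samples. The authors' gene lists from ChIP-seq carry a score of 0 for every gene and were used as lists, and their H3K27 tables give log2 ratios of mutant over WT coverage made with bamCompare from alignments by Bowtie2 to the corrected OR74A genome (NC12, positions counted from 1). The authors' tables of changed genes give log2 fold changes, p-values with adjusted p-values, and a mean signal (the mean of normalized counts), all from DESeq2, and were compared with the calls made here but entered no test. The H3K36me2 and H3K27 coverage itself, the SET-2-marked lists and the H3K27 acetylation data were not used here.

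Counts in genes ranged from 6547197 to 8837798 per library (median 7531836), and 4.89 to 14.8% of the reads HTSeq handled were assigned to no gene (10.8 and 9.56% in WT, 4.89 and 5.70% in the parent, 14.4 and 14.5% in *ash1*(Y888F), 14.8 and 14.0% in Δ*set-2*). These reads entered neither library sizes nor tests. The 10 most abundant genes took 8.92 to 11.5% of the counts of a library. At this depth a count of 0 in 2 libraries allows up to 3 counts, so genes at 0 in a group are given as at least a fold, with a floor of 3 counts over the group, and genes with 1 to 3 counts as a ratio with its exact 95% counting interval. Replicates correlated with Spearman's rho of 0.985 (WT, parent and Δ*set-2*) and 0.959 (*ash1*(Y888F)), and for no pair were the counts close enough for one library sequenced again.

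Each mutant and the parent were compared with WT, 2 libraries against 2, with edgeR 4.0.16 (TMM, default low-count filter with a minimum count of 10, quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.1) in R 4.3.3. The mutants were compared with each other in a fit with WT. Standard errors of edgeR fold changes are the absolute log2 fold change over the square root of the test's F value, so they are approximate. Gene lists were tested with camera (preset correlation of 0.01, and estimated) and fry of limma 3.58.1, shares with Fisher's exact test, and medians by permutation with 100000 resamples over genes, which are not independent replicates. DESeq2 1.42.0, the authors' tool, was the main alternative. Others were RLE size factors, no low-count filter, all 4 groups in the fit, the replicate number as a block, an adjusted p under 0.05, the parent as WT, both WT strains together, and each library left out in turn, where a lone library is taken to vary like the other group. These comparisons, lists, alternatives and the rule for naming genes were chosen before the data were examined. DESeq2 with the other WT groups, the thresholds of the authors' tables (adjusted p under 0.05 and 2-fold), the distance of 200 kb from the chromosome end and some alternatives for the difference between the mutants were added after seeing the data. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the tables and figures.

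Genes named are those the paper names, the 10 higher and 6 lower genes with the largest fold change in each mutant (adjusted p under 0.1, average log2 CPM of at least 3, both mutant libraries beyond both WT libraries), the 3 members with the smallest p of each list with a call, and the 4 largest losses and gains in each H3K27 table. Other list members and groups of at most 5 genes are named after their values were seen. The 7 lists, with 108 members in all, are conidiation, light, clock and carotenoid, plant cell wall degradation, mating and sexual development, chromatin modification, RNA silencing, and heat shock and oxidative stress. *cat-1* is in the conidiation list and the heat shock and oxidative stress list. The paper's table of expression changes had been read when *ccg-4*, *mfa-1* and *sms-2* were listed. Lists by product words, such as ribosomal proteins, were not run, because the annotation used here gives symbols and no products.

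The edgeR comparison was tested on simulated data with the depth and spread of these libraries, in which 100 genes were changed 2-fold and 100 others 8-fold. For *ash1*(Y888F) 25 and 97 of them were called, for Δ*set-2* 40 and 99 and for the parent 36 and 98, and unchanged genes made up 17.6, 8.55 and 11.8% of the calls (26, 13 and 18 genes).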

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

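The genes with opposite calls were picked after their calls were seen. The mutants moved *al-2*, *NCU00995* and *eas* in opposite directions against the same WT libraries, with log2 differences (*ash1*(Y888F) minus Δ*set-2*) of -3.63 for *al-2*, -7.78 for *NCU00995* and -4.05 for *eas* in edgeR. Genes called in opposite directions are bound to differ, so a test of the difference adds nothing, and with the parent as WT *al-2* was at 0.26 in *ash1*(Y888F) and *eas* at 0.09 in Δ*set-2*, so for these 2 genes the opposite directions depend on the WT strain. For *mat A-1* the log2 difference was 11.56, with no counts in the *mat a* Δ*set-2* strain, so its size depends on the count that edgeR adds to 0, and the strain's mating type removes the gene.

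Genes outside those the paper discusses had no read in either WT library and reads in both *ash1*(Y888F) libraries above what a count of 0 allows. They were at least 133-fold (*NCU04616*), 108-fold (*NCU04710*), 94.9-fold (*NCU05191*), 135-fold (*NCU05470*), 27.7-fold (*gh10-1*), 146-fold (*NCU06888*), 122-fold (*NCU08615*), 88.3-fold (*NCU17203*) and 3.50-fold (*NCU08801*) higher.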

How the results depend on the processing

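DESeq2 with other WT groups, the thresholds of the authors' tables and some settings of the difference between the mutants were chosen after seeing the data. Among tested genes, the excess of higher calls among ASH1-marked ones in *ash1*(Y888F) and Δ*set-2* and the higher RNA of genes that lost H3K27me2/3 kept direction and significance under each setting tried by Fisher's exact test and, for RNA medians, by permutation, though for the marked genes in Δ*set-2* camera with an estimated correlation gave p = 0.465. Of 321 other values of the comparisons 233 stayed within 1.5-fold or kept their call, and of 1687 for named genes 1503 did, 73 lost and 28 gained a call. With 2 libraries per strain many genes with few counts and most 2-fold changes are missed, and a group with 1 library left takes its spread from the other. The cause was not tested for the shifts below, except that a stricter threshold calls fewer genes by construction and that without a low-count filter more near-silent genes enter.

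In *ash1*(Y888F) the genes higher, 1053, were 1641 with DESeq2 and both WT strains. The genes lower, 273, were 549 with all groups in the fit, 559 with a replicate block, 462 with both WT strains (698 with DESeq2), and 124 at an adjusted p under 0.05 (123 if also 2-fold). In Δ*set-2*, an adjusted p under 0.05 and 2-fold gave 996 higher and 788 lower, with DESeq2 958 and 827, and, with DESeq2 at these thresholds, 885 lower with the parent and 872 with both WT strains. In the parent the genes higher, 20, were 137 with DESeq2, 4 with all groups in the fit, 4 with the block and 0 at an adjusted p under 0.05, and the genes lower, 113, were 402, 36, 67 and 5.

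Of ASH1-marked genes with H3K27me2/3, 66.7% were higher, above the 56.5% without the mark. The order turned with DESeq2 (46.3%), without a low-count filter (36.3%) and with DESeq2 and both WT strains (55.6%), and it lost significance at 64.6% with all groups, 63.8% with the block, 70.4% with both WT strains and 66.2% with DESeq2 and the parent. The share at 2-fold was 72.5% with all groups or with the block (72.5%), and turned with the paper's own log2 values (34.3%). The share at 4-fold was 62.4% with DESeq2 and the parent, 59.3% with DESeq2 and both WT strains and 19.4% with the paper's values. Co-marked genes numbered 229 by reciprocal overlap, a rule that long genes cannot meet. In Δ*npf* 260 genes were down at 1.5-fold and 62 at 3-fold.

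Over the 7 lists, members higher in *ash1*(Y888F) numbered 34 with DESeq2 and the parent, 31 with DESeq2 and both WT strains and 13 at an adjusted p under 0.05. Members lower there numbered 8 with DESeq2, 7 with all groups, 12 with the block, 7 with both WT strains (8 with DESeq2) and 1 at an adjusted p under 0.05. Members lower in Δ*set-2* numbered 22 with the parent, 22 with both WT strains and 23 with DESeq2 and both WT strains. In the parent, members higher numbered 7 with DESeq2, 1 with all groups, 1 with the block and 0 at an adjusted p under 0.05, and members lower 3, 4 and 1 in the last 3 of these. With the parent as WT, log2 signs turned for *al-2* (0.26; DESeq2 0.25) and *wc-1* (0.52; 0.52) in *ash1*(Y888F), *cao-2* in Δ*set-2* (0.42; 0.41), *mus-52* in Δ*set-2* (7.24; 7.31), and *qip* in *ash1*(Y888F) (-2.07; -2.08) and Δ*set-2* (-1.72; -1.74), where *mus-52* is the gene deleted in the parent.

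Replicate numbers come from library names alone and were not used to pair libraries outside the block. Whether they pair them is open. Deviations of libraries with the same number correlated at 0.659 between WT and the parent, prepared on 1 date, and 0.428 between the mutants, but from -0.212 to -0.0779 otherwise. The replicate block, in a fit of all 4 groups, gave 1286 higher and 559 lower genes in *ash1*(Y888F), 1431 and 1335 in Δ*set-2*, and 4 and 67 in the parent, and that fit without the block 1290 and 549, 1434 and 1375, and 4 and 36.

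Leaving out 1 library at a time gave 756 to 1314 higher and 87 to 918 lower genes in *ash1*(Y888F) (lower: 107 and 87 without WT replicate 1 or 2, 918 and 461 without *ash1*(Y888F) replicate 1 or 2), 755 to 1452 and 695 to 1501 in Δ*set-2* (755 and 695 without WT replicate 2, 997 and 841 without Δ*set-2* replicate 2), and 7 to 59 and 73 to 183 in the parent (higher: 12 and 59 without WT replicate 1 or 2, 7 without parent replicate 1; lower: 183 without WT replicate 2, 73 without parent replicate 1). The share of marked genes higher was 42.8 to 59.4% in *ash1*(Y888F) and 16.9 to 33.4% in Δ*set-2* (16.9% without WT replicate 2, 22.9% without Δ*set-2* replicate 2). Genes that lost H3K27me2/3 were higher in 74.8 to 88.4%, with a difference of medians of 3.51 to 4.24. Co-marked genes were higher in 48.8 to 66.4%, at 2-fold in 73.9 to 79.1% and at 4-fold in 62.2 to 71.5%. WT expression differed by -12.9 to -12.5 CPM per kb. Between the mutants 805 to 1775 genes were higher and 472 to 1362 lower (932 and 664 without Δ*set-2* replicate 1, 805 and 472 without replicate 2), 110 to 423 higher in both (197 and 110 without WT replicate 1 or 2) and 38 to 528 lower in both (64 and 38 without WT replicate 1 or 2, 528 without *ash1*(Y888F) replicate 1). List members numbered 13 to 23 higher and 1 to 14 lower in *ash1*(Y888F) (13 higher without WT replicate 2; 1, 2 and 14 lower without WT replicate 1, WT replicate 2 and *ash1*(Y888F) replicate 1), 10 to 17 and 7 to 17 in Δ*set-2* (10 and 7 without WT replicate 2, 11 and 9 without Δ*set-2* replicate 2), and 2 to 2 and 4 to 10 in the parent (4 lower without either parent replicate).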

Differences from the paper's values

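DESeq2 with other WT groups and the thresholds of the authors' tables were tried only after seeing the values. The paper gives 916 genes up-regulated in Δ*set-2*, and 1677 were higher here. Of the alternatives set before the data were examined, leaving out WT replicate 1 (1314), WT replicate 2 (755) or Δ*set-2* replicate 2 (997) and an adjusted p under 0.05 (1259) came within 1.5-fold, while DESeq2 (1423), RLE size factors (1654), no low-count filter (1597), all groups in the fit (1434), the replicate block (1431), the parent as WT (2116), both WT strains (1894) and leaving out Δ*set-2* replicate 1 (1452) did not. Figure 3A gives a threshold of 0.1, whereas the authors' table keeps genes at an adjusted p under 0.05 and 2-fold. At the latter, chosen after seeing the values, edgeR gave 996 and DESeq2 958, and these settings drop 1594 and 1588 of the authors' 2138 genes. Where a gene of the authors' table was tested here, the fold changes correlated with Pearson's r of 0.446, and 822 of 2024 had the opposite sign. In that table 89 ASH1-marked genes are higher and 325 lower in Δ*set-2*, against 223 and 117 here at an adjusted p under 0.05 and 2-fold (291 and 151 at an adjusted p under 0.1).

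For *ash1*(Y888F) the paper's 1261 and 228 are within 1.5-fold of the 1053 and 273 here at an adjusted p under 0.1, but at the thresholds of the authors' table edgeR gave 815 and 123, both farther off than that, and dropped 662 of the authors' 1489 genes. DESeq2 with the parent as WT, at an adjusted p under 0.05 and 2-fold, gave 1268 and 235 and dropped 8. Both settings were chosen after seeing the values. The authors' table lists *mus-52* as 6.84 (log2) and *qip* as -2.02 in *ash1*(Y888F), where here, against N623, they were 0.34 and 0.05, and against the parent 7.70 and -2.07.

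The paper's values per ASH1-marked gene are log2 ratios of *ash1*(Y888F) over WT for 1903 genes. The legend of Figure 3B describes such ratios as made from normalized and averaged replicates, so their measure may differ from the fits here. Among the paper's 1903 genes 42.5% are up at least 2-fold and 18.5% at least 4-fold, against 68.6 and 54.0% of the 1167 tested here. As numbers of genes these are 808 and 353 there and 800 and 630 here. At 2-fold the numbers are close while the genes counted over differ, and at 4-fold the numbers differ too. Whether the same genes make up the 808 and the 800 was not checked. For its 537 co-marked genes the paper's values give 34.3 and 19.4% (184 and 104 genes), against 75.1 and 65.3% of 213 here (160 and 139 genes). No alternative set before the data were examined came within 1.5-fold for any of these shares. Gene by gene, 96.8% of 1167 had the same sign (Pearson's r 0.819). The paper's log2 value against the one here was 4.44 against at least 6.76 for *NCU07152*, 2.98 against 7.05 (95% counting interval 4.54 to 12.36) for *mat A-3*, -0.98 against -2.24 for *eas*, 1.76 against 5.74 (3.85 to 8.81) for *gh3-4*, 2.71 against at least 4.79 for *gh10-1*, 6.22 against 9.57 for *ccg-4*, 3.70 against 5.07 for *mfa-1*, 6.502 against 8.95 for *sms-2*, 1.54 against 4.87 for *sad-1* and 1.49 against 2.64 for *rid*, and no alternative set before the data were examined brought *eas*, *ccg-4*, *mfa-1*, *sms-2*, *sad-1* or *rid* within its standard error of the paper's value. The parent as WT brought *ccg-4* nearest, to 6.96 (standard error 0.69), and for *NCU07152*, *mat A-3*, *gh3-4* and *gh10-1*, given here as bounds or ratios of counts, none was tried. It was also 2.73 against 3.52 for *ccg-1*, 1.88 against 2.91 for *con-6* and 1.47 against 2.48 for *gh5-1*. The value came within its standard error of the paper's for *ccg-1* with the parent as WT (3.19) and without WT replicate 2 (3.02) or *ash1*(Y888F) replicate 2 (2.63), for *con-6* with the replicate block (2.45) and with all groups in the fit (2.90, unmoved, but with a standard error of 1.03), and for *gh5-1* without WT replicate 2 (2.02) or *ash1*(Y888F) replicate 2 (1.92), and not with the other alternatives set before the data were examined. *con-6* rests on 456 and 92 counts, and was at 1.16 without *ash1*(Y888F) replicate 1, below the paper's value, and at 3.67 without replicate 2.

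The paper states that co-marked genes are the more refractory to activation in *ash1*(Y888F). Among tested genes the share higher was 66.7% with H3K27me2/3 and 56.5% without. Of genes with at most 3 counts in WT, 28.9% with and 57.9% without H3K27me2/3 reached 10 counts, and without a low-count filter 36.3% and 46.0% were higher, as the paper has it.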

Other observations

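The counts of genes with H3K27me2/3 alone, the test of the preparation date, the comparison of the H3K27 tables with each other and the search for genes absent in one strain were chosen only after other results were seen. Of 154 tested genes with H3K27me2/3 outside the ASH1-marked list (236 listed), 32 were higher in *ash1*(Y888F) (20.8%) and 8 lower, a share above the 5.35% of all unmarked genes and below the 66.7% of co-marked genes, and in Δ*set-2* 60 of 145 were higher (41.4%) and 23 lower. *pks-5*, a polyketide synthase gene near the end of LG IV, is one of them and fell in Δ*set-2*, from 6372 and 30768 counts in WT, though the parent had 275 and 2493 counts and the call did not hold with the parent as WT (edgeR, adjusted p = 0.103).

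Losses of H3K27me2/3 in *ash1*(Y888F) and of H3K27me3 in Δ*npf* shared few co-marked genes. The mark and the antibody differ as well as the strain, and their effects are not separated. Only 21 genes lost the measured mark at least 2-fold in both, where independent losses of 166 and 173 genes would share 48.5. The losses come in runs of neighbours, so the *ash1*(Y888F) values were shifted along the chromosomes. Of 591 circular shifts, which shared 20 to 78 genes, a share of 0.00676 lay as far from their mean. The log2 ratios had a Spearman's rho of -0.180, and a share of 0.0912 of the shifts gave one as far from the mean. LG VI and LG VII lost the measured mark in 49 and 39 genes in *ash1*(Y888F) and in 34 and 7 in Δ*npf*, LG IV and LG V in 27 and 5 against 47 and 25. Of the co-marked genes in the lost block on LG VI (149765 to 483853), 16 of 20 tested were higher in *ash1*(Y888F). So were 12 of 12 in the block on LG VII (157176 to 721156) and 17 of 17 in that on LG IV (5040718 to 5836241). Other genes between these positions were not counted, and of them *NCU09968* and *NCU09969* on LG VI were lower. Of the co-marked genes there with at most 3 counts in WT, tested or not, 13 of 30, 11 of 24 and 17 of 20 reached 10 counts.

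A few genes had reads in every other strain and none or 1 in a single mutant. In *ash1*(Y888F) the overlapping neighbours *NCU09968* and *NCU09969* (LG VI, 309546 to 320071) had 0 counts, against 414 to 902 and 25 to 41 in the other libraries, inside the lost block on LG VI. In Δ*set-2* *NCU02042* (LG I, 1580447 to 1582733) had 0 and 1 counts against 36 to 84, and *NCU00298* (LG III, 3356007 to 3357626) had 0 against 30 to 129. Whether these genes are absent from the strains was not tested, and they were named after their values were seen.

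ASH1-marked genes were higher in *ash1*(Y888F) far more often than unmarked genes. Low WT expression alone is argued against, since within 10 equal classes of the tested genes by WT expression the odds of a higher call were still 4.44 times those of unmarked genes (Mantel-Haenszel, 95% interval 3.62 to 5.46). The lowest class cannot decide it, since silent genes enter it only where the mutant expresses them (88.1% of marked and 60.9% of unmarked genes higher). In classes 3 and 5 the marked and unmarked shares were 27.5 and 6.60%, and 23.5 and 3.21%. Only in the highest, with 11 marked genes, was the order reversed (0 and 0.748%). Of near-silent genes, tested or not, 45.3% of marked and 17.7% of unmarked ones reached 10 counts. Background reads from DNA or intergenic RNA are argued against as the only cause, since near-silent unmarked genes reached 10 counts 0.390 times as often as marked ones (95% interval 0.324 to 0.470). Some background is not excluded. Reads overlapping no gene made up 10.6 and 11.0% in *ash1*(Y888F) and 7.81 and 6.83% in WT. Of near-silent unmarked genes 17.7% reached 10 counts in the mutant and 0.5% in the parent. In Δ*set-2*, with 11.5 and 11.1% of reads overlapping no gene, 7.85% of near-silent marked and 14.2% of unmarked genes did. For the *ash1*(Y888F) library prepared on the day of both Δ*set-2* libraries the date alone is argued against, since of the 1007 near-silent marked genes the Δ*set-2* library with more of them had at least 5 counts in 89, 0.192 times as many as the 463 there (95% interval 0.156 to 0.237). The tag on ASH1 and the date of the other *ash1*(Y888F) library, prepared alone but with 445 such genes, stay open, so that a dependence of marked genes on ASH1 catalysis remains a hypothesis.

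Genes that lost H3K27me2/3 in *ash1*(Y888F) were higher in RNA more often than those that kept it, by 41.2 percentage points. Neighbours counted as independent genes do not account for it, since of 592 circular shifts of the H3K27me2/3 values along the chromosomes a share of 0.00169 gave a difference as large, the smallest share possible, and the largest of the other shifts gave 36.1 points. Nor does WT expression, which was lower in the genes that lost the mark (median 0.126 against 1.96 CPM in tested genes, though 48.8 against 56.8% of listed genes were at 0), since within quartiles of WT expression the Mantel-Haenszel odds ratio was 4.55 (95% interval 1.85 to 11.2), and of near-silent genes, tested or not, 61.5% against 15.1% reached 10 counts. The quartiles hold tested genes only, which silent genes join where the mutant expresses them, so the quartiles cannot decide this on their own. The ratios come from merged ChIP-seq samples without replicates, so their own error stays open, and whether loss of the mark precedes transcription was not tested.

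The calls in Δ*set-2* differed from those in the authors' table. A mislabelled Δ*set-2* library is argued against, since the Δ*set-2* level implied by that table correlated better with the Δ*set-2* libraries than with any other strain by 0.160 or more (Spearman). The WT level implied by the table correlated at best at 0.693 with the mean level of WT or of the parent, although these strains correlate at 0.964 with each other, a gap of 0.271, so other WT libraries in the authors' comparison are a candidate explanation. For the authors' *ash1*(Y888F) table the implied WT level correlated at 0.988 and 0.986 with the parent libraries and at 0.955 and 0.957 with WT. With DESeq2 at the thresholds of that table, chosen after seeing the values, 501 of its 1489 genes dropped out against N623, and 44 had the opposite sign. With the parent as WT 8 dropped out and 0 had the opposite sign. These values argue against N623 alone as the WT of the authors' *ash1*(Y888F) table, so the main comparison here has another control. The sources used here do not name the WT libraries of either table.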
